# Tox induces T cell IL-10 production in a BATF-dependent manner

**DOI:** 10.3389/fimmu.2023.1275423

**Published:** 2023-11-20

**Authors:** D. Alejandro Canaria, J. Alejandra Rodriguez, Luopin Wang, Franklin J. Yeo, Bingyu Yan, Mengbo Wang, Charlotte Campbell, Majid Kazemian, Matthew R. Olson

**Keywords:** T cell differentiation, BATF/JUN/IRF4 complex, TOX, IL-10, transcription factors (TF) S

## Abstract

Tox is a member of the high mobility group (HMG)-Box transcription factors and plays important roles in thymic T cell development. Outside of the thymus, however, Tox is also highly expressed by CD8 and CD4 T cells in various states of activation and in settings of cancer and autoimmune disease. In CD4 T cells, Tox has been primarily studied in T follicular helper (TFH) cells where it, along with Tox2, promotes TFH differentiation by regulating key TFH-associated genes and suppressing CD4 cytotoxic T cell differentiation. However, the role of Tox in other T helper (Th) cell subtypes is less clear. Here, we show that Tox is expressed in several physiologically-activated Th subtypes and its ectopic expression enhances the *in vitro* differentiation of Th2 and T regulatory (Treg) cells. Tox overexpression in unpolarized Th cells also induced the expression of several genes involved in cell activation (*Pdcd1*), cellular trafficking (*Ccl3, Ccl4, Xcl1*) and suppressing inflammation (*Il10*) across multiple Th subtypes. We found that Tox binds the regulatory regions of these genes along with the transcription factors BATF, IRF4, and JunB and that Tox-induced expression of IL-10, but not PD-1, is BATF-dependent. Based on these data, we propose a model where Tox regulates Th cell chemotactic genes involved in facilitating dendritic cell-T cell interactions and aids in the resolution or prevention of inflammation through the production of IL-10.

## Introduction

Tox is an HMG-Box domain transcription factor that plays multiple roles in immune cell development and function. Tox was initially identified as a mediator of thymic T cell expansion and the development of lymphoid inducer, innate lymphoid and natural killer cells (1–4). In the process of thymic T cell development, Tox regulates expression of the CD4 T cell lineage-directing factor ThPOK and in the absence of Tox, CD4 T cell development is impaired (1, 3). While Tox is clearly important for thymic T cell development, it is also been shown to be expressed in peripheral mature T cells in various states of activation and disease.

Outside of thymic development, Tox is also involved in the activation and function of mature CD8 T cells. Previous work indicates that while Tox is minimally expressed in resting mature T cells, it is induced after T cell receptor (TCR) signaling (5). In settings of chronic TCR stimulation that occurs during chronic viral infection or within tumors, Tox expression heightened and is elevated for a prolonged period of time. This dysregulated Tox expression acts to induce the immune checkpoint molecules (PD-1, TIGIT, LAG3) that suppresses T cell anti-viral/tumor activity and limits cytokine production. Further, Tox promotes long-term alteration of the epigenetic landscape of other key effector genes that aid in maintaining this poorly functional state (4–7). Somewhat paradoxically, Tox is also important for the persistence of CD8 T cells in settings of central nervous system inflammation and chronic antigen stimulation (8–10) suggesting that Tox plays multiple roles in regulating T cell function.

Tox expression is also elevated in a subset of highly functional (i.e. non-exhausted) CD4 T cells, termed T follicular helper (TFH) cells that specialize in providing help for the B cell response (11, 12). Here, Tox cooperates with the related Tox2 transcription factor to drive TFH cell differentiation (11, 12). Similar to CD8 T cells, Tox/Tox2 induce expression of PD-1 in CD4 T cells (11, 12), which has been previously been shown to aid in the positioning of TFH cells near or within the germinal center (13). These data indicate that Tox is a critical regulator of the differentiation, trafficking and function of CD4 TFH cells. However, the expression of Tox in other Th cell subtypes (i.e. Th1, Th2, Treg) and whether or not Tox may contribute to their lineage-specific functions is less well understood.

We show here that Tox is also expressed by physiologically-activated T-bet^+^ Th1 and Foxp3^+^ T regulatory (Treg) cells indicating that it may carry out an important function in multiple Th subtypes. Retroviral-mediated expression of Tox modestly enhanced Th2 and Treg differentiation and suppressed the differentiation of Th1 cells. Further, ectopic Tox expression in unpolarized T cells induced the transcription of several genes involved in cell migration (*Ccl3, Ccl4, Xcl1*) and in the production of the anti-inflammatory cytokine IL-10. We further show that Tox directly binds several of these gene loci with the transcription factors BATF, IRF4 and JunB and that BATF is required for Tox-induced IL-10 production, but not expression of PD-1. Together, these data suggest that Tox induces a set of chemokine genes in CD4 T cells that may be involved in recruiting immune cells to sites of inflammation and modulating inflammation through the production of IL-10.

## Materials and methods

### Mice

C57BL/6 and OT-II mice that were used in this study were originally procured from Jackson Laboratories, and *Batf^-/-^* mice which were a gift by Dr. Elizabeth Taparowsky (Purdue University, West Lafayette, IN). The mice were bred and maintained in the AAALAC-certified Purdue University Animal Housing facility as mentioned above, and the experiments used for these studies were under the protocol approved by Purdue University Institutional Animal Care and Use Committee (IACUC).

### *Ex vivo* cell isolation

Spleens, Peyer’s Patches, and lymph nodes were dissected from WT C57BL/6 mice and processed for cell isolation. For spleen and lymph nodes, the organs were collected in sterile MACS buffer and were macerated using frosted glass slides. Subsequently, the splenic and lymph node cell suspensions were treated with red blood cell lysis buffer (155mM Ammonium Chloride, 12mN Sodium Bicarbonate, 0.1mM EDTA) and resuspended in complete RPMI media (penicillin-streptomycin (Gibco),10% Fetal Bovine Serum and 50µM 2-mercaptoethanol (Gibco) for subsequent culturing or flow cytometric analyses.

### Naïve CD4 T cell isolation and culture

Spleens from WT C57BL/6 mice were processed as mentioned above to obtain naïve CD4 T cells using a magnetic isolation naïve CD4 T cell isolation kit (Miltenyi Biotec) as per manufacturer’s instructions. The purity of enriched of naïve (CD44^lo^, CD62L^hi^) CD4 T cells was > 90%. 1x10^6^ enriched cells/mL were cultured in plate-bound anti-CD3ε (2 µg/mL, 2C11, Bio X cell) pre-coated plates (in 1x DPBS (Gibco) overnight at 4°C) and complete RPMI media supplemented with soluble anti-CD28 (4 µg/mL, 37.51, Bio X cell), and the following differentiation conditions for Th cell differentiation: for unpolarized Th cells, we added recombinant human IL-2 (100 Units/mL, Peprotech). For Th1 cells, we used recombinant mouse IL-12, (10 ng/mL, Peprotech) and anti-IL-4 (12.5 µg/mL, 11B11, BioXCell). For Th2 cells, we supplemented with recombinant mouse IL-4 (20 ng/mL, Peprotech) and anti-IFNγ (12.5 µg/mL, XMG1.2, BioXcell). The Th17 cell differentiation conditions were anti-IL-4, anti-IFNγ, recombinant murine IL-6 (100 ng/mL, Peprotech), TGF-β1 (1 ng/mL, Peprotech), and anti-IL-10R (12.5 µg/mL, 1B1.3A, BioXcell), and for Treg cells we used recombinant human IL-2, TGF-β1 anti-IL-4 and anti-IFNγ. In some experiments, half cytokine levels from that indicated above were used for initial Th cell differentiation to mimic suboptimal differentiation conditions. After plating, the cells were incubated for 4 days at 37°C in a 5% CO2 incubator and rested (no anti-CD3 or anti-CD28) for 1 day in 3 volumes of media with half the amount of cytokines as used in the initial culture conditions. Afterward, the cells were harvested and processed for flow cytometry.

### Total lymph node cell cultures

We isolated mesenteric and inguinal lymph nodes from *Batf^+/+^* and *Batf^-/-^* mice. Subsequently, we crushed the lymph nodes using frosted glass slides to generate a single-cell suspension that was filtered through a 0.35 μm cell strainer, to eliminate debris. The cell suspension was counted with a hemocytometer and T cell frequencies in each preparation were determined by flow cytometry. We then cultured 2X10^6^ lymphocytes/mL of complete RPMI media in anti-CD3 coated plates with anti-CD28 and recombinant human IL-2 (100 U/mL) for 2 days before transduction, expanded as above and harvested on day 5 for flow cytometric analysis.

### Retroviral generation and transduction

We generated the retrovirus as described previously (14, 15). Briefly, we transfected HEK-293T with 20 μg MSCV-IRES-eGFP (empty vector control, a gift from Dr. Mark Kaplan at Indiana University School of Medicine) or MSCV-Tox-IRES-eGFP and 10 μg of the packaging vector pCL-Eco using Lipofectamine 2000 (Invitrogen) as per manufacturer’s instruction. 48 hours after transfection, we collected the supernatant, centrifuged for 10min at 4°C at 500xg, to remove any remaining HEK-293Tcells, and transferred this cleared supernatant to new tubes for subsequent transduction. For transduction, 2 days after T cell activation with anti-CD3 and anti-CD28 (as per above), we centrifuged the plates containing the T cell cultures for 5 min at 30°C at 300 g before removing and saving the T cell media from each well. We then added viral supernatants to spin-infect the T cells for 90 min at 30°C at 500xg in the presence of 8 μg/mL of polybrene. After centrifugation, the viral supernatant was removed and discarded, and the saved T cell media was added back into the wells. Cells were expanded on day 4 as per above and harvested on day 5. The efficiency of transduction was determined by assessing GFP or Thy1.1 expression through flow cytometry.

### Flow cytometry, intracellular cytokine and transcription factor staining

Cultured cells were harvested and ~2x10^5^ cells at 10^6^ cells/mL were used for either cytokine staining (ICS) or transcription factor (TF) staining. For ICS, the Th cells were incubated at 37°C with PMA (0.5 μg/mL) and ionomycin (0.5 μg/mL, Sigma) for 2.5 hours and monensin (2 μM) (Biolegend) was added for additional 2.5 hours. Subsequently, these cells were stained with a fixable viability dye (ef780, Thermo Fisher) and mouse anti-CD4 (BV510, RM4-5, Biolegend) or anti-CD8a antibodies (BV605, 53.6-7, Biolegend) for 20 min at 4°C were then washed with FACs buffer followed by fixation with 3.7% formaldehyde (15 min at room temperature). After fixation, cells were permeabilized with Intracellular Staining Perm Wash Buffer (Biolegend) and stained in the same buffer with a cytokine antibody cocktail including antibodies against mouse IL-4 (PE-Cy7, 11B11, Biolegend), IL-5 (APC, TRFK5, Biolegend), IL-13 (Percp-Cy5.5, W17010B, Biolegend), IFN-γ (FITC/Percp-Cy5.5, XMG1, Biolegend), IL-10 (PE/FITC, JES5-16E3, Biolegend), CCL3 (PE, DNT3CC, Thermo Fisher) and CCL4 (AbByFlour647, polyclonal, Bioss). For TF staining, the cells were first stained with cell surfaces markers as above and fixed for 15 min (room temperature) with 1.5% formaldehyde followed by a secondary fixation with True-nuclear fixation kit (Biolegend) according to the manufacturer’s instructions. After this secondary fixation, the cells were permeabilized with True-nuclearTM Perm buffer (Biolegend) and were stained with antibodies to TOX (ef660, TXRX10, Thermo Fisher), T-bet (PE/Percp-Cy5.5, 4B10, Biolegend), Rorγt (PE/AF660, B2D, Thermo Fisher), GATA3 (PE, TWAJ, Thermo Fisher) and FOXP3 (AF488/PE, FJK-13s, Thermo Fisher). After washing 2 times with FACs buffer, stained samples were run on an Attune NxT flow cytometer (Thermo Fisher), and the data were analyzed using FlowJo software (v.10.0).

In other experiments, we performed phenotyping of Peyer’s Patch (PP) CD4 T cells. For these studies, single cell suspensions of PP cells were stained with a fixable viability dye (as above) and purified anti-mouse CD16/32 (Biolegend) for 20 min in PBS. These cells were then stained with cell surface CD4, CD8, CXCR5 (PE/Cy7, L138D7, Biolegend), PD-1 (PE-Dazzle594/Percp-Cy5.5, RMP1-30, Biolegend) antibodies followed by intranuclear staining for T-bet and FOXP3 as above. Cells from these studies were also run on an Attune NxT flow cytometer and the data were analyzed using FlowJo software.

### RNA isolation and RNA-seq analyses

For RNA-seq studies, we isolated naïve CD4 T cells as explained above and cultured them under unpolarized conditions using plate bound anti-CD3, soluble anti-CD28 and recombinant human IL-2 as above. After 2 days in culture, we transduced the cells with retroviruses encoding Tox or the respective empty vector control as per above. Two biological replicates per condition were used. The cells were expanded as explained above and on day 5, we stimulated the cells with biotinylated anti-CD3 and streptavidin for 5 hours (6). After stimulation, we sorted CD4 GFP^+^ cells to enrich positively transduced T cells. The resulting cells were washed twice with 1x sterile PBS the pellets were resuspended in 500 μL of Trizol reagent (Applied Biosystems) and RNA-isolation was carried out as per the manufacturer’s instructions. RNA from these cells was sent to Novogene for library preparation and sequencing. For RNA-seq analyses, the raw sequencing quality was checked using fastqc. Alignment and RNA expression level calculation was carried out using bowtie1 and RSEM (–bowtie-n 1 –bowtie-m 100). The reference transcript used in alignment was mm10. DESeq2 was used to identify the differential expressed genes between CD4 T cells transduced with Tox retrovirus and with Empty Vector retrovirus with default parameters. Differentially expressed genes (DEGs) were sorted based on significance level [log2(fold change)*-log2(p-value)]. All packages involved in the downstream analyses are available as R packages. RNA-seq data for this project have be deposited in the NCBI gene expression omnibus (GEO) under GSE240348.

### ChIP-seq and CUT&RUN data analyses

Processed data of CD8 BATF, IRF4 and JunB ChIP-seq data were sourced from GSE111902. Raw sequencing CUT&RUN data of CD8 IgG and Tox were downloaded from GSE175437 (16); CD4 BATF, IRF4 and JunB ChIP-seq data was obtained from GSE172490 (17). Sequenced reads were aligned to mm10 using Bowtie (18) with parameters “–chunkmbs 1000 -S -p 10 -m 1”. The bam files were indexed using samtools 1.17 (19). Peaks were called using callpeak function from macs2 2.1.4 (20) with parameter “–nomodel”, which were further filtered against mm10 blacklist regions downloaded from https://github.com/Boyle-Lab/Blacklist/blob/master/lists/mm10-blacklist.v2.bed.gz. To annotate the peaks to nearest genes, annotatePeaks.pl (21) was utilized with default parameters. Bigwig files were generated using deepTools2 (22) with parameters “bamCoverage –normalizeUsing BPM –minMappingQuality 30 –ignoreDuplicates –blackListFileName mm10-blacklist.v2.bed”. Tracks were visualized through Integrative Genomics Viewer (IGV, Web App) (23).

### Quantitative RT-PCR

Gene expression analysis was carried out using real-time quantitative PCR. We synthesized cDNA using 1 μg of RNA from cultured cells or sorted GFP^+^ CD4 T cells transduced with a Tox retrovirus or an Empty Vector retrovirus using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative PCR was done using theTaqMAN™ Fast Advanced Master Mix (Thermo Fisher Scientific) and the probes: *Tox* (Mm00455231_m1)*, Pdcd1*(Mm01285676_m1), and *Il10* (Mm01288386_m1) from Thermo Fisher Scientific, and *Xcl1*(Mm.PT.58.10915849) and *Ccl3*(Mm.PT.58.29283216) from Integrated DNA Technologies (IDT). Obtained ct values were used for assessing relative expression analysis using the 2^-ΔΔct^ method.

## Results

### Tox is expressed in multiple physiologically-activated Th cell subtypes

Previous work indicates that Tox is highly expressed by Th cells in tumors and those within or surrounding germinal centers (termed T follicular helper cells). However, whether or not Tox is expressed by other Th subtypes outside of these environments is less clear. To address this, we isolated cells from the mouse Peyer’s patches (PP), mesenteric lymph nodes (MLN) as a source of physiologically-activated Th cells and the spleen as a location that has relatively fewer activated T cells and is not associated with the intestinal tract. From these cells, we analyzed the expression of Tox in different Th subtypes (TFH; CXCR5^+^ PD-1^+^, Th1; CXCR5^-^, PD-1^-^, T-bet^+^, Treg; CXCR5^-^, PD-1^-^, Foxp3^+^, Th2; CXCR5^-^, PD-1^-^, GATA3^+^) using the gating strategy in **Figure 1A**. It should be noted that the data below were recapitulated using antibodies to CD3 as an indicator of T cell identity, in place of Thy1, and this resulted in virtually identical results (data not shown). As expected, virtually all TFH cells in the PP, MLN and spleen expressed high levels of Tox which [frequency and mean fluorescence intensity (MFI)] as compared to all other Th subtypes examined (**Figures 1B, C, F, G**). Despite being lower than TFH cells, we observed that ~75% of Th1, Tregs and other undefined Th cells within the PP and MLN also expressed Tox above what was seen in naïve CD4 T cells (CD44^lo^, CD62L^+^) indicating that Tox may contribute to the differentiation and/or function of effector Th cells in this tissue (**Figures 1B, C**). However, the frequency of Tox^+^ Th1 and undefined Th cells were dramatically reduced to naïve CD4 T cell levels in the spleen (**Figure 1G**) while a Tregs maintained their Tox^+^ status in this organ. These data suggest that Tox may be regulated by distinct mechanisms in Th cell subtypes from different tissues. For Th1 and Th “other” cells, Tox may be regulated by gut-specific activation signals or inflammatory cytokines. Indeed, Tox has been shown to be induced by gut-specific signals and inflammatory cytokines in intestinal T cells (24, 25). Further, Tox has been indicated as a general marker of activated T cells in humans (10) which is consistent with the notion that intestinal T cells are constantly activated by signals from the gut microbiota. For TFH and Tregs, it is possible that Tox is induced by signals required for the differentiation of these cell types. As mentioned above, Tox promotes TFH differentiation (11, 12) and has been previously described in Treg cells (26). Unfortunately, we did not detect large enough numbers of GATA3^+^ Th2 cells in these tissues to reliably quantify Tox in this cell type (<0.5% GATA3^+^ cells present, **Figures 1B, C**) and were unable to examine Rorγt expression in this staining panel.

**Figure 1:**
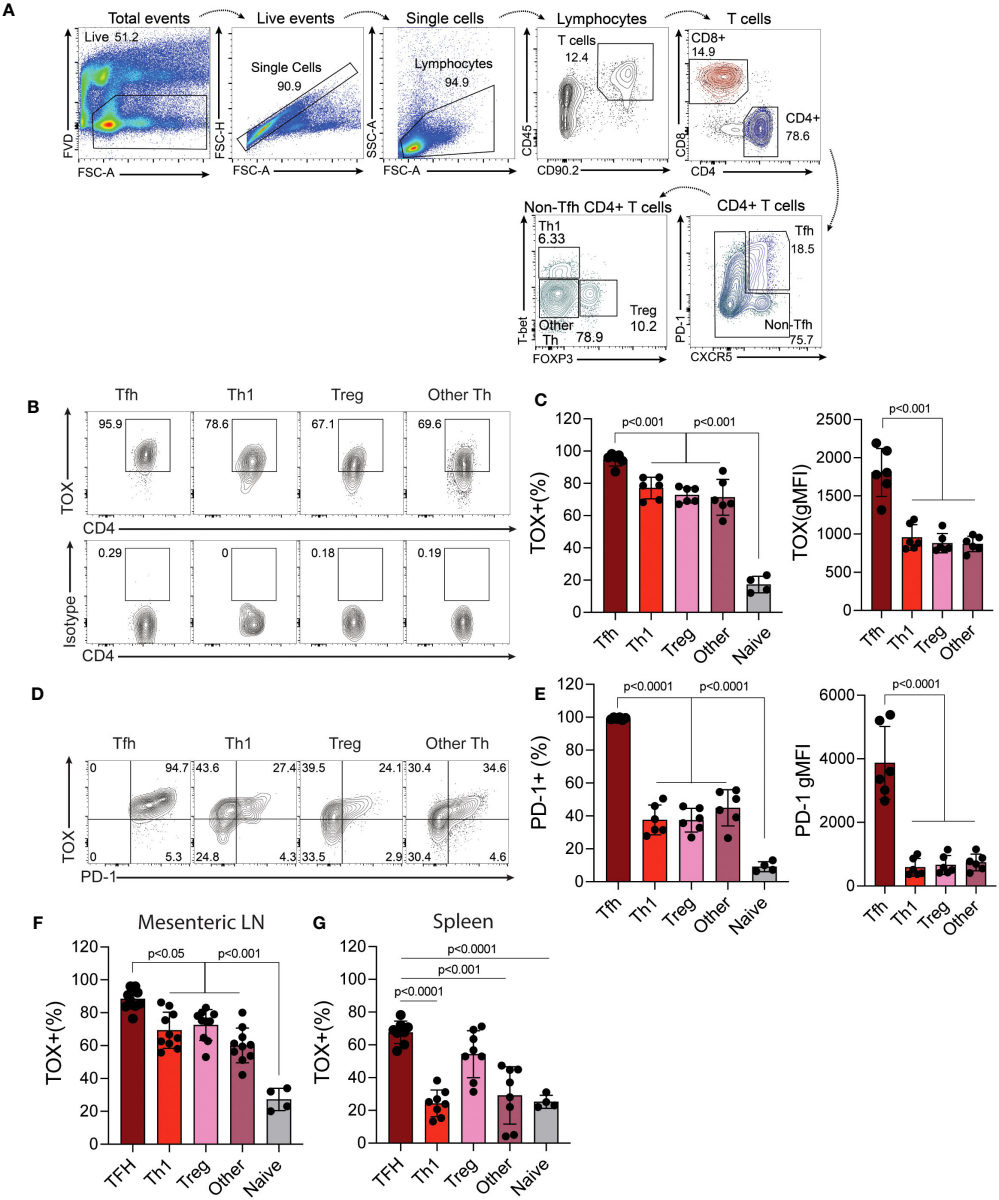
Tox is expressed by multiple *in vivo*-derived Th cell subtypes. Peyer’s patches (PP) were harvested from C56BL/6 WT healthy 8-12-week-old mice and the single cell suspensions were analyzed to examine Tox expression in CD4 T cells. **(A)** Gating strategy: Viable cells were selected as fixable viability dye (FVD) negative, single cells by linear forward scatter (FSC) area to height ratio, lymphocytes were gated based on FSC and side scatter (SSC) properties, T cells were identified as CD45^+^ and CD90.2^+^, CD4 T cells were identified as CD4^+^, TFH were selected as CXCR5^+^ and PD-1^+^. CXCR5^-^/PD-1^-^ cells were selected for identification of Th1 cells- T-bet^+^, Tregs- Foxp3^+^ and Th “other”- T-bet^-^/Foxp3^-^. Naïve CD4 T cells were identified as CD44^lo^ and CD62L^+^ (gating not shown). **(B)** Representative contour plots of Tox and isotype staining in the indicated populations. **(C)** Quantified Tox frequencies and geometric mean fluorescence intensity (gMFI). **(D)** Representative contour plots of Tox and PD-1 expression of indicated Th cell populations. **(E)** Quantified frequencies and gMFI of cell surface PD-1 protein expression in each Th cell subset. **(F)** % of Tox-expressing CD4 T cells of each subtype in the Mesenteric lymph node (LN) and spleen **(G)**. MFIs for naïve CD4 T cells are not shown as they were analyzed using different instrument settings as compared to effector Th cell populations. Positive staining for Tox in naive cells and effector T cells was based on an isotype control that was run with these samples. Data was considered significant when P-values were <0.05 in a multiple comparison ordinary one-way ANOVA test. n.s., non-significant; n.d., not done. These data are representative of cells isolated from 6-10 individual mice from 2-3 individual experiments.

Previous work indicated that Tox regulates the expression of PD-1 in CD8 T and TFH cells (4–7, 11, 12, 27). We therefore asked if Tox also correlated with PD-1 expression in these other Th subtypes. Interestingly, we found that while virtually all TFH cells co-expressed PD-1 and Tox to some degree and (e.g. virtually all PD-1^+^ cells were Tox^+^), PD-1 expression was reduced in Th1 and Th “other” cells, with a substantial population of Tox^+^ cells that did not co-express PD-1 (**Figures 1D, E**). As mentioned above, this disconnect in Tox and PD-1 expression may be due to differences in inflammatory signals or the activation state of these cells in each tissue (10, 24, 25). Taken together, these data show that Tox is highly expressed in physiologically-activated Th cells across multiple tissues and may contribute to functions beyond PD-1 expression and functional exhaustion.

### Ectopic Tox expression marginally alters Th cell differentiation

Based on our findings above showing that Tox was expressed in *in vivo*-derived Th cells, we hypothesized that Tox may contribute to Th cell differentiation. To test this hypothesis, we *in vitro* differentiated Th1, Th2, Th17 and Treg cells for 2 days and transduced them with a GFP-expressing empty vector (EV) or a Tox-GFP retrovirus (Tox RV). After transduction, cells were cultured for an additional 2 days and then rested for 24 hours in a fresh media without TCR stimuli. Resulting GFP^+^ cells were then assessed for Tox/PD-1 expression, Th cell lineage-specific transcription factors (Th1; T-bet, Th2; GATA3, Th17; Rorγt, Treg; Foxp3) and cytokines (Th1; IFN-γ, Th2; IL-4/IL-13, Th17; IL-17A) by flow cytometry (**Figure 2A**). In contrast to *in vivo*-derived cells, *in vitro*-generated Th1, Th2, Th17 and Tregs expressed very little Tox protein, however, this was markedly elevated in GFP^+^ cells from all Th subtypes that were transduced with Tox RV as compared to EV-transduced cells (**Figures 2A, B**). To ensure that ectopic Tox transduction was functional in each cell type, we also examined PD-1 expression (a known Tox target gene) on GFP^+^ cells from EV RV or Tox RV-transduced cells. Independent of Th cell type, all cells upregulated PD-1 when Tox was ectopically expressed as compared to EV RV controls (**Figures 2A, C**). Despite Tox’s ability to drive PD-1 in these conditions, it marginally impacted Th cell differentiation. Ectopic Tox expression modestly decreased levels of the Th1 factors T-bet and IFN-γ and slightly upregulated Th2 GATA3 expression. Despite the minimal increase in GATA3 expression, Tox-transduced Th2 cells exhibited an enhanced capacity to produce the Th2 cytokine IL-13 (**Figures 2F, G**). As Tox-induced factors may interfere with T cell receptor (TCR) signaling, we questioned whether or not Tox would still induce IL-13 production when stimulated through the TCR. To this end, we stimulated EV- and Tox-transduced Th2 cells with PMA/Ionomycin (TCR-independent stimulus) or anti-CD3 (TCR-dependent stimulus) and measured intracellular IL-13 production by flow cytometry (note that Th2 cells used for these experiments were cultured under suboptimal Th2 conditions- 5ng/ml IL-4, to better observe Tox-induced IL-13 production). We observed that Tox-enhanced IL-13 production in both PMA/Ionomycin and anti-CD3 conditions indicating that Tox unlikely interferes with T cell receptor signaling in inducing Th2 cytokine production (**Figure 2H**). In contrast to Th2 cells, we observed no changes in the Th17-associated factor Rorγt and a modest increase in the frequency of IL-17-producing cells when cultured under basal Th17 polarizing conditions (TGF-β and IL-6 only) (**Figures 2D–G**). Under optimal Treg conditions, we also observed a modest increase in Foxp3 expression (**Figures 2D, E**), and this increase in FOXP3 was further exaggerated when we used suboptimal Treg culturing conditions (1/2 amounts of IL-2 and TGF-β as compared to optimal conditions) (**Figure 2I**). These data suggest that Tox may play a role in enhancing Treg and Th2 polarization under suboptimal conditions, but is not likely to be a major Th cell lineage-driving transcription factor.

**Figure 2:**
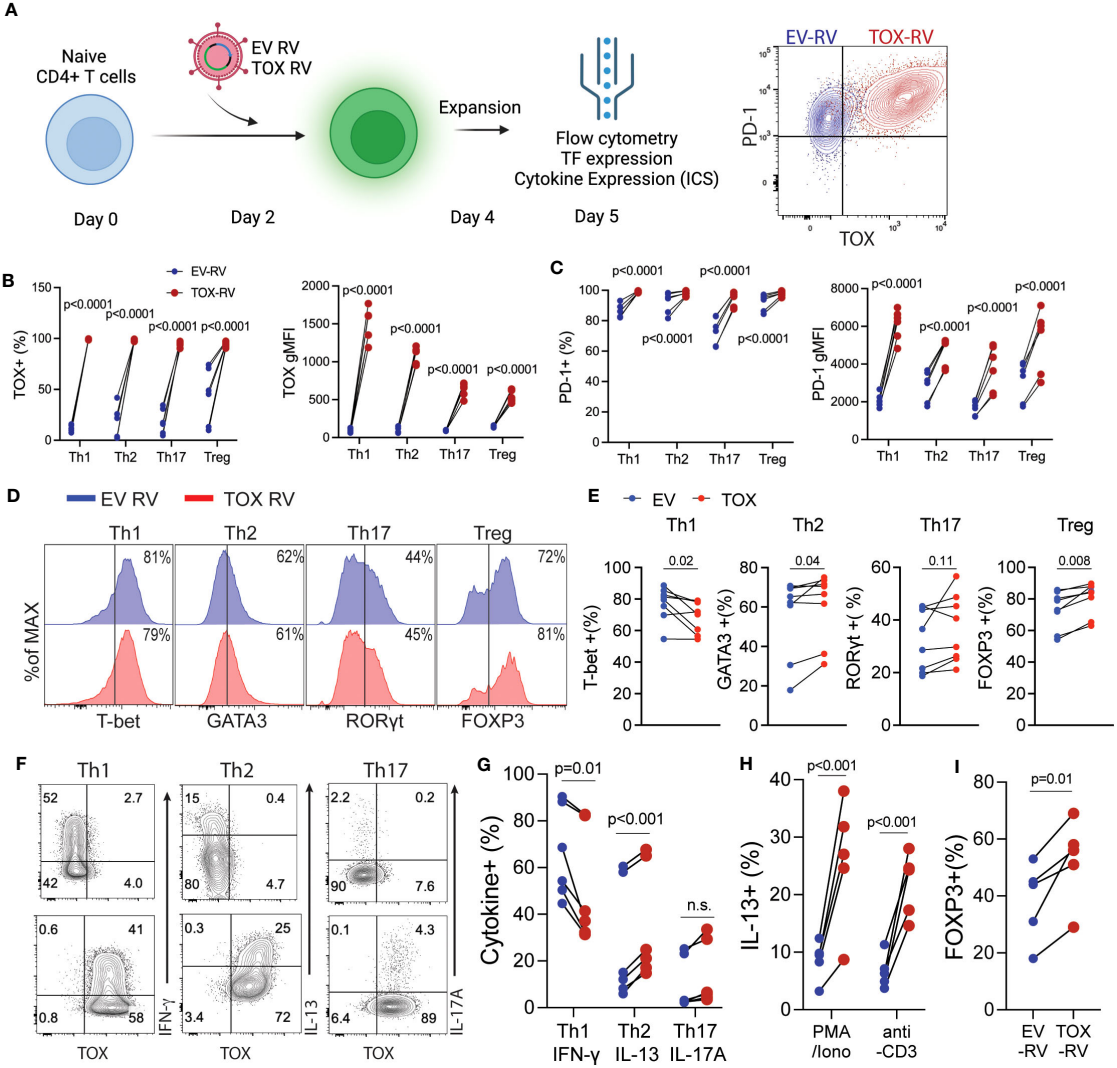
Elevated Tox expression modestly affects CD4 T helper cell differentiation *in vitro*. **(A)** Schematic of the experimental procedure: Naïve CD4 T cells were activated *in vitro* under Th1, Th2, Th17 or Treg conditions for 2 days followed by transduction with a GFP-expressing empty retrovirus (EV RV) or a GFP/Tox-expressing retrovirus (Tox RV). Resulting cells were harvested on day 5 of culture. Right panel, representative contour plot indicating PD-1 and TOX expression from EV-RV (blue) or TOX-RV-transduced (red) Th1 cells. **(B)** The % and gMFI of Tox^+^ GFP^+^ CD4 T cells in each condition. **(C)** The % and gMFI of PD-1^+^ GFP^+^ CD4 T cells in each condition. Data are representative of cultures performed from 5-6 mice from 3 individual experiments. **(D)** Representative histograms of Th cell-defining transcription factors in the indicated GFP^+^ Th cell subtype. **(E)** Quantification of the % of transcription factor^+^ CD4 T cells in EV RV- or Tox RV-transduced T cells (GFP^+^). Data are representative of cultures performed from 6-8 mice from 3 individual experiments. **(F)** At day 5 of culture cells were stimulated with PMA and ionomycin and the frequency of cytokine^+^ of GFP^+^ T cells was determined by flow cytometry. Representative contour plots of cytokine ICS are shown for Th1, Th2 and Th17 cells. **(G)** Quantification of cytokine production in each Th cell subtype. Data are representative of cultures performed from 6 mice across 3 individual experiments. n.s., not significant. **(H)** IL-13 production from Th2 cells cultured with half of the polarizing cytokine production (i.e. suboptimal Th2 conditions). Resulting cells were stimulated with either PMA/Ionomycin or anti-CD3 to elicit cytokine production for intracellular staining. **(I)** % of FOXP3^+^ cells from cells cultured under half (i.e. suboptimal) Treg polarizing cytokine conditions. Data are representative of cultures from 5 mice across 2 individual experiments. Data was considered significant when P-values were <0.05 in a paired Students t-test.

### Tox regulates genes associated with cell migration and IL-10 production in CD4 T cells

Based on these relatively modest changes in Th cell differentiation, we questioned what other genes or cellular pathways may be regulated by Tox in Th cells. To this end, we transduced naïve CD4 T cells that had been activated for 2 days with EV RV or Tox RV under non-polarizing (i.e. anti-CD3, anti-CD28, and IL-2 only) conditions. Anti-CD3 stimulation was maintained for an additional day after transduction, followed by 2 days of “rest” in a non-anti-CD3-coated plate. After a total of 5 days of culture, we re-stimulated the cells using anti-CD3 and anti-CD28 as previously reported (6), sorted the GFP^+^ cells and performed RNA-seq on RNAs isolated from these cells (**Figure 3A**). 

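The RNA-seq data set held 4 libraries, 2 from GFP+ CD4 T cells transduced with the empty vector (EV RV) and 2 from GFP+ CD4 T cells transduced with the Tox retrovirus (Tox RV), with a different mouse behind each of the 2 libraries of a group. The empty vector carries GFP without Tox, so sorting for GFP selected transduced cells in both groups. The methods give plate-bound anti-CD3 at 2 μg/ml, anti-CD28 at 4 μg/ml and IL-2 at 100 U/ml for the cultures, transduction on day 2, and restimulation on day 5 for 5 h with biotinylated anti-CD3 and streptavidin, while the results and Figure 3A name anti-CD3 and anti-CD28 for this last step. The authors aligned the reads with bowtie to transcripts of the mm10 mouse genome build and used RSEM to estimate an expected count for each gene. An expected count need not be a whole number, because RSEM divides a read that matches several genes between them. These deposited values were not normalized. The expected counts of EV RV replicates 1 and 2 summed to 46989997 and 74548723, and those of Tox RV replicates 1 and 2 to 61442264 and 49012254. The 45S pre-ribosomal RNA (*Rn45s*) took 24.7% and 12.0% of the counts in the EV RV libraries and 10.3% and 7.14% in the Tox RV libraries.
For the values given here, expected counts were rounded to whole numbers, genes with low counts were left out with edgeR's filterByExpr (minimum count 10), and libraries were scaled by edgeR's TMM method. Tox RV and EV RV were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As in the title of Figure 3B, a gene was counted as differentially expressed at a fold change above 2, an adjusted p-value below 0.05 and an expression level above 2, taken here as the mean FPKM of at least 1 group. The replicates of a group differed by far more than counting error, with a chi-square per degree of freedom of 477 between the EV RV libraries and 86.8 between the Tox RV libraries. The chi-square was computed from counts scaled by library totals with *Rn45s* included, so the unequal *Rn45s* shares of the libraries add to it. This measure covers counting error alone, which every pair across the groups also exceeded (106 to 663). Such an excess is therefore not particular to the replicates. The SD across genes of the log2 difference between replicates was 0.68 for EV RV and 0.44 for Tox RV. The first principal component, with 58.0% of the variance, placed EV RV replicate 1 at -53.8 and the other 3 libraries between 5.70 and 25.8.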

We found that ectopic Tox expression led to statistically differential expression of a relatively small set of 22 genes, including 11 upregulated and 11 downregulated genes (fold change >2; FDR <0.05), as compared to previous work in CD8 T cells where hundreds of genes were modulated by ectopic Tox expression (4, 6). 

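Of the 24369 genes listed, 14143 had enough counts to be tested. In edgeR's quasi-likelihood test, 0 genes passed the 3 thresholds, and the smallest adjusted p-value was 0.490, shared by 3 genes (*Tmem254b*, *Tox* and *Pdcd1*). *Tox* is the gene carried by the retrovirus, so a test that did not call it cannot show that no gene changed. At an unadjusted p-value below 0.05 there were 512 genes, of which 152 were higher and 360 lower in Tox RV cells. Without regard to the test, 95 genes changed more than 2-fold at the required expression level, 30 of them upregulated and 65 downregulated. Across all genes tested, both Tox RV libraries lay on the same side of both EV RV libraries in 36.0%, an arrangement that arises by chance in 33.3%. DESeq2 with default parameters, the tool named in the methods, gave 21 genes past the same thresholds, 10 upregulated and 11 downregulated, and 22 genes, 11 upregulated and 11 downregulated, when the expression threshold was not applied, a combination chosen after seeing the data. The count moved most, to 98 genes, in a likelihood ratio test with the dispersion of every gene fixed at 0.005, also chosen after seeing the data. The quasi-likelihood test gave 20 genes without the low-count filter and 15 with the replicate number as a block. Both settings were set before the data were examined, but a replicate number is not known to mark one mouse. The legend of Figure 3 names a paired Student's t-test, so a pairing of the libraries by mouse, which the main fit leaves out, is possible.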

Expectedly, both *Tox* and its known downstream target gene *Pdcd1* were among the top upregulated genes in this data set (**Figure 3B**). 

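*Tox*, the gene carried by the retrovirus, lies on chromosome 4 of mm10 from 6686353 to 6991557 (minus strand, protein coding). Its TMM-normalized CPM (counts per 1000000 counts of a library) were 11.7 and 5.73 in EV RV replicates 1 and 2 and 121 and 99.9 in Tox RV replicates 1 and 2, which places all 4 libraries on the side of their labels. The group values were 8.71 ± 4.21 CPM (SD, n = 2) in EV RV cells and 110.7 ± 15.2 CPM (SD, n = 2) in Tox RV cells. The log2 fold change of *Tox* was 3.68 (standard error 0.38, adjusted p = 0.490 in edgeR's quasi-likelihood test), and it stayed between 3.24 and 4.27 with each library left out in turn. *Pdcd1*, which encodes PD-1, lies on chromosome 1 from 94038305 to 94052553 (minus strand, protein coding). Its level was 23.9 ± 0.121 CPM (SD, n = 2) in EV RV cells and 81.6 ± 11.9 CPM (SD, n = 2) in Tox RV cells. The log2 fold change was 1.77 (standard error 0.19) with the same adjusted p-value as *Tox*, and between 1.61 and 1.91 with each library left out. By unadjusted p-value *Tox* ranked 2 and *Pdcd1* 3 of the 14143 genes tested. By log2 fold change *Tox* ranked 2 and *Pdcd1* 24 from the top. With DESeq2 the adjusted p-values were 3.79e-24 for *Tox* and 1.06e-08 for *Pdcd1*.

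**Figure D1:**
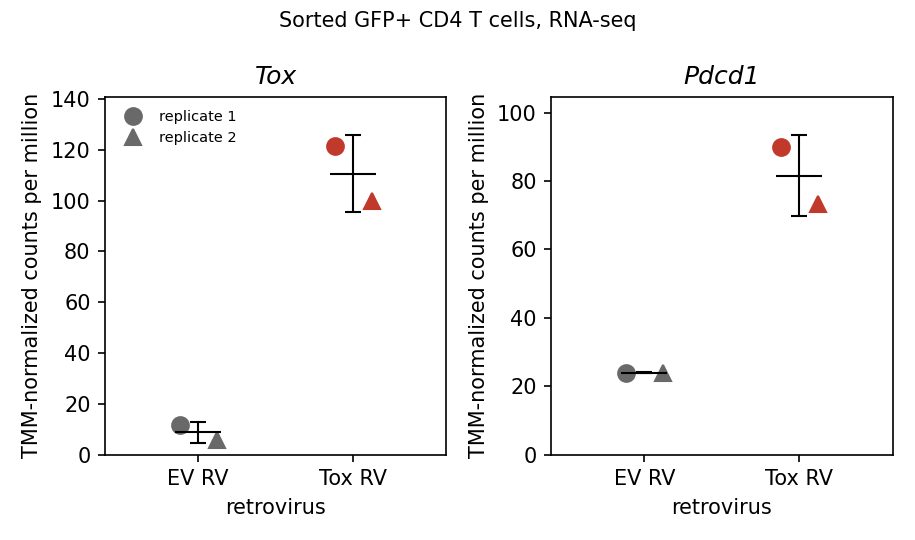
TMM-normalized CPM of *Tox* (left) and *Pdcd1* (right) in EV RV and Tox RV cells, with a circle for replicate 1, a triangle for replicate 2, and the mean with SD of the 2 libraries as a black line with bars. Both Tox RV libraries sit above both EV RV libraries, at 121 and 99.9 CPM for *Tox* and 90.0 and 73.2 CPM for *Pdcd1*.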

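*Il12rb2*, which encodes a chain of the IL-12 receptor, lies on chromosome 6 of mm10 from 67291318 to 67376188 (minus strand, protein coding). It was among the more highly expressed genes named here, at 442 and 247 CPM in EV RV replicates 1 and 2 and 150 and 113 CPM in Tox RV replicates 1 and 2. The log2 fold change was -1.39 (standard error 0.32, adjusted p = 0.897 in edgeR's quasi-likelihood test, adjusted p = 0.0111 in DESeq2). Both Tox RV libraries lay below both EV RV libraries. With each library left out in turn the log2 fold change ranged from -1.75 to -0.91, and it fell short of a 2-fold change only without EV RV replicate 1. The end of *Il12rb2* overlaps *Serbp1* on the other strand, so reads there could be assigned to either gene unless strand was used, and *Serbp1* moved the opposite way (log2 fold change 0.50). *Il12rb1*, the gene of the other receptor chain on chromosome 8 from 70808449 to 70821424, was looked at only after its values were seen. It had a log2 fold change of 0.17 (standard error 0.20, adjusted p = 0.902), smaller than its replicate error.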

Further, we found that Tox downregulated the expression of a component of the IL-12 receptor (*Il12rb)*, which is important for Th1 cell differentiation (28). This matches the modestly reduced Th1 T-bet and IFN-γ expression observed above (**Figures 2D–F**).

**Figure 3:**
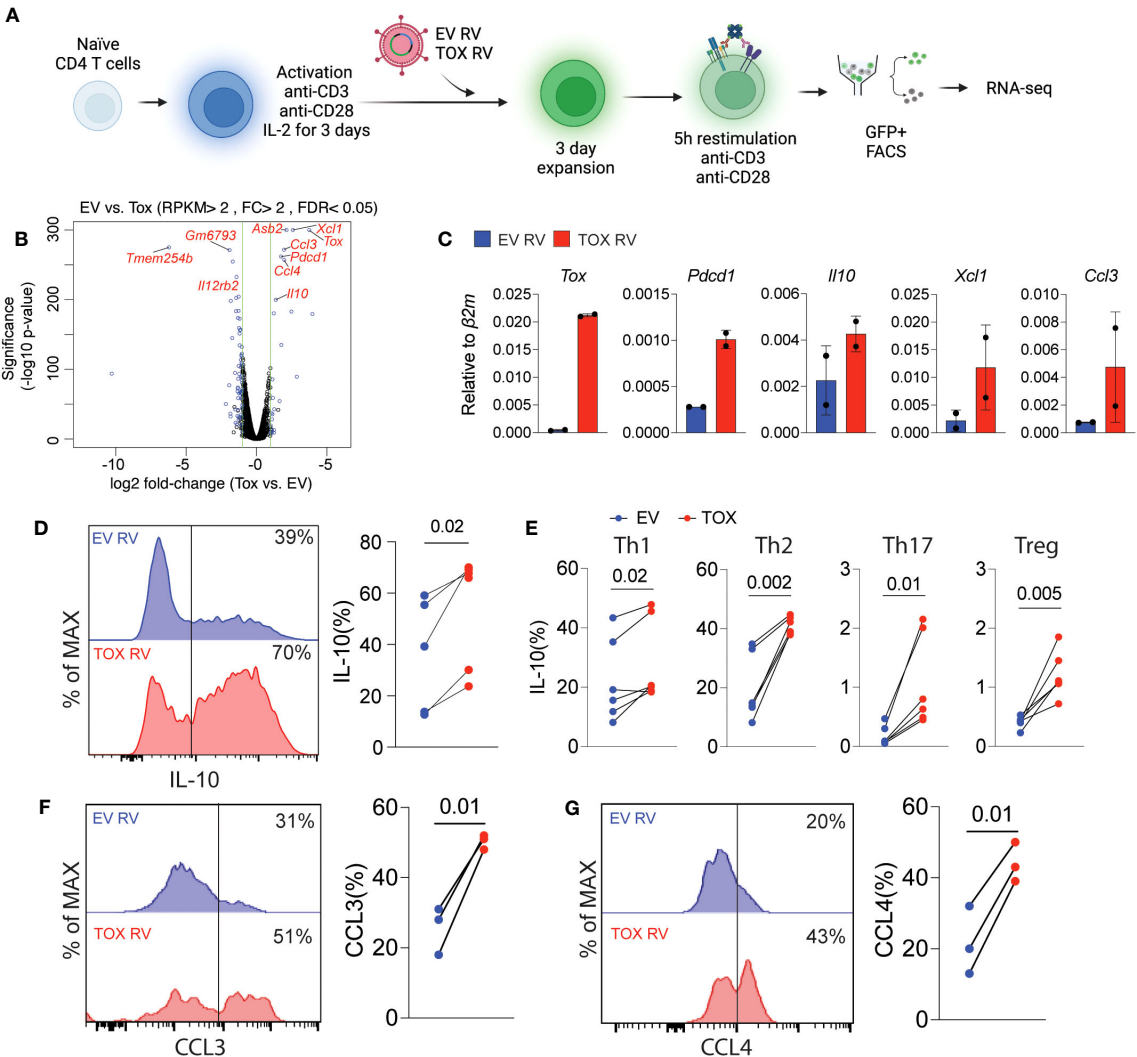
Ectopic Tox expression induces transcription of chemotactic genes and the anti-inflammatory cytokine IL-10. **(A)** Schematic of experimental procedure of Tox overexpression in unpolarized CD4 T cells, retroviral (RV) transduction, cell sorting and RNA-seq. **(B)** Volcano plot of differentially expressed genes in GFP^+^ sorted Tox vs EV overexpressing CD4 T cells (each group represents 2 individual mice). Significantly different genes are highlighted. **(C)** qRT-PCR validation of selected Tox-induced genes from 2 individual mice. **(D)** Representative histograms and quantification of IL-10 in transduced (GFP^+^) T cells from cultures from 4 individual mice. **(E)** The % of IL-10 producing T cells of GFP^+^ Th1, Th2, Th17 and Treg cultures cells transduced with EV RV or Tox RV. Cultures were from 5-6 mice in 2 independent experiments. **(F, G)** The % of CCL3^+^ and CCL4^+^, respectively, of Th0 condition cultured CD4 T cells that were obtained from lymph nodes. These data are representative of cells cultured from 3 mice from 2 independent experiments. Data was considered significant when P-values were <0.05 in a paired Students t-test. N.

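Of the chemokine genes, *Xcl1* lies on chromosome 1 of mm10 from 164931644 to 164935527, and *Ccl3* and *Ccl4* lie near each other on chromosome 11, from 83647844 to 83649355 and from 83662584 to 83664683. *Xcl1* rose from 25.1 ± 8.62 CPM (SD, n = 2) in EV RV cells to 148 ± 67.9 CPM (SD, n = 2) in Tox RV cells, a log2 fold change of 2.56 (standard error 0.41). *Ccl3* rose from 10.6 ± 4.66 to 43.8 ± 33.2 CPM (SD, n = 2 each), a log2 fold change of 2.04 (standard error 0.61), and *Ccl4* from 9.74 ± 2.48 to 39.6 ± 28.8 CPM (SD, n = 2 each), a log2 fold change of 2.02 (standard error 0.54). All 3 had an adjusted p-value of 0.897 in edgeR's quasi-likelihood test, and in each both Tox RV libraries lay above both EV RV libraries. The 2 Tox RV libraries differed in *Ccl3* (67.3 and 20.3 CPM) and *Ccl4* (60.0 and 19.2 CPM). Without Tox RV replicate 1 the log2 fold changes fell to 0.92 for *Ccl3* and 0.97 for *Ccl4*, while that of *Xcl1* was 1.98. Across a list of all chemokine ligand genes, fixed before the data were examined, 14 of 39 members had enough counts to be tested. Of these 6 were higher and 8 lower in Tox RV cells, with a median log2 fold change of -0.11, and the list did not shift as a set (limma's camera test, adjusted p = 0.450 over 8 lists). *Xcl1*, *Ccl3* and *Ccl4* are 3 of these members, and were picked by the study from the same libraries.

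**Figure D2:**
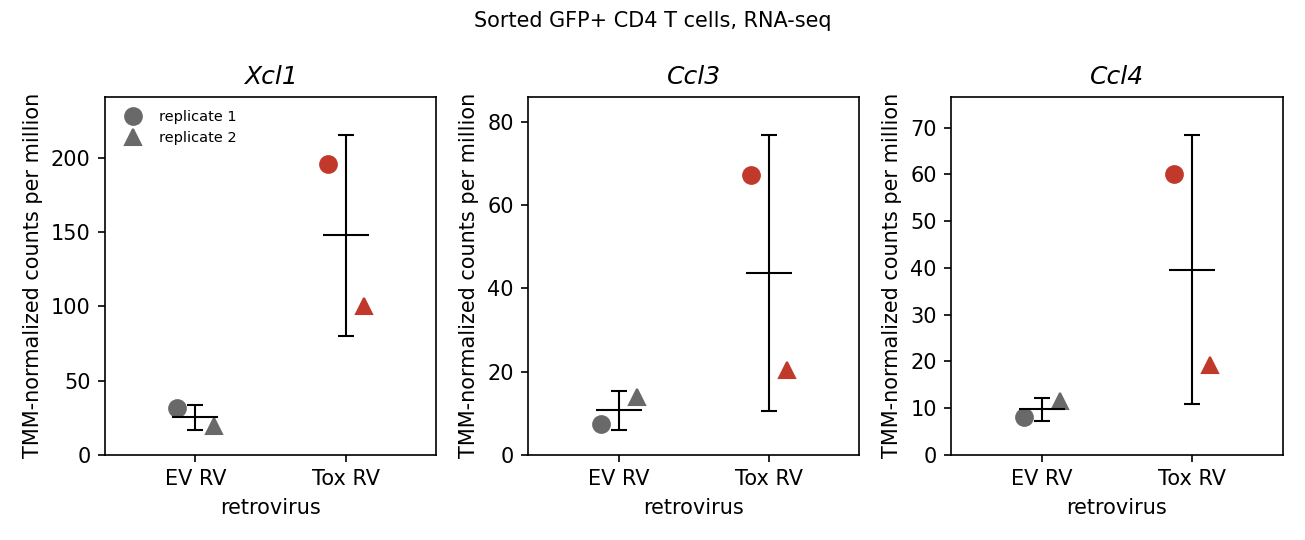
TMM-normalized CPM of *Xcl1*, *Ccl3* and *Ccl4* in EV RV and Tox RV cells, with a circle for replicate 1, a triangle for replicate 2, and the mean with SD of the 2 libraries as a black line with bars. In Tox RV cells replicate 1 is the higher of the pair for each gene, at 196, 67.3 and 60.0 CPM.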

Remarkably, we found that ectopic Tox expression was associated with an increase in chemokine genes involved in cell migration such as *Xcl1*, *Ccl3* and *Ccl4* (**Figure 3B**). In addition, we also found that Tox overexpression resulted in increased expression of the anti-inflammatory and Th2/Treg-associated cytokine IL-10. This corresponds with our data above showing that Th2 Treg differentiation were also modestly induced by Tox (**Figures 2D–F**). 

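*Il10* lies on chromosome 1 of mm10 from 131019845 to 131024974 (plus strand, protein coding). Its level was 1.16 and 53.4 CPM in EV RV replicates 1 and 2 and 89.6 and 69.1 CPM in Tox RV replicates 1 and 2, from rounded counts of 49, 4068, 5670 and 3587. Both Tox RV libraries lay above both EV RV libraries. The log2 fold change was 1.53 (standard error 1.33, adjusted p = 0.897 in edgeR's quasi-likelihood test), so the increase was not distinguishable from the replicate error. With DESeq2 the log2 fold change was also 1.53, with a standard error of 1.88, an unadjusted p-value of 0.414 and an adjusted p-value of 1.00. The EV RV libraries decided the size of this value. Without EV RV replicate 1 the log2 fold change was 0.57, and without EV RV replicate 2 it was 6.09. The log2 difference of *Il10* between the EV RV replicates, -5.48, was the lowest of the 14143 genes tested. The paper states that the increase in *Il10* corresponds with its finding that Tox modestly induced Th2 and Treg differentiation, and takes *Il10* on to qPCR and intracellular cytokine staining in further cultures.

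**Figure D3:**
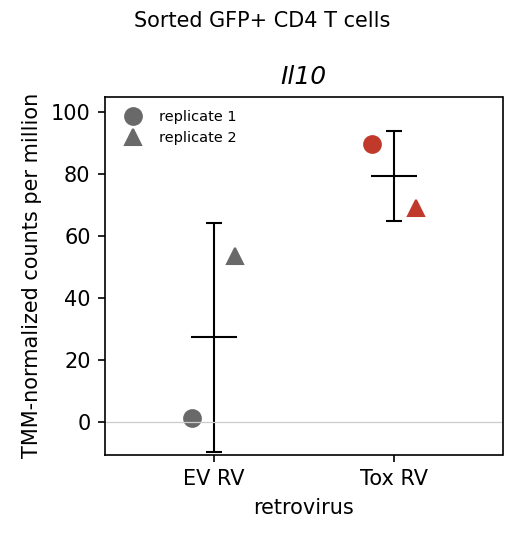
TMM-normalized CPM of *Il10* in EV RV and Tox RV cells, with a circle for replicate 1, a triangle for replicate 2, and the mean with SD of the 2 libraries as a black line with bars. The EV RV libraries lie at 1.16 and 53.4 CPM, and the lower end of their SD bar falls below 0 because of this distance.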

To verify these RNA-seq findings, we repeated these retroviral transduction experiments and validated increased mRNA levels of *Tox, Pdcd1, Il10, Xcl1 and Ccl3* by qPCR from sorted GFP^+^ cells from two additional cultures (**Figure 3C**). Further, we validated increased IL-10 protein levels by intracellular cytokine staining after PMA and ionomycin stimulation of EV RV or Tox RV-transduced cells and found that IL-10 protein was significantly elevated by ectopic Tox expression (**Figure 3D**). Since we had observed IL-10 induction in non-polarizing condition, we asked if Tox promoted IL-10 production in different Th cell subtypes. Here naïve CD4 T cells were cultured under Th1, Th2, Th17 and Treg conditions and transduced with EV RV or Tox RV as above. On day 5 of culture, cells were stimulated with PMA and ionomycin and IL-10 production was measured using intracellular cytokine staining. Similar to our previous results in unpolarized cells, ectopic Tox expression led to enhanced IL-10 producing capacity in all Th cell types assessed, even modestly in Th17 and Tregs that normally make very little IL-10 *in vitro* (**Figure 3E**). We also noted that CCL3 and CCL4 chemokines were also induced by ectopic Tox expression. We validated these findings at the protein level by transducing total lymph node T cells (under non-polarizing conditions) with EV RV or Tox RV and assessed intracellular CCL3 and CCL4 protein production of GFP^+^ CD4^+^ T cells after PMA/ionomycin stimulation by flow cytometry. As predicted by our RNA-seq data, both CCL3 and CCL4 protein levels were significantly increased in Tox-transduced CD4 T cells from these cultures as compared to controls (**Figures 3F, G**).

### Tox and BATF cooperatively regulate IL-10 production in T cells

Our work above indicates that Tox promotes the expression of IL-10 and PD-1 gene and protein production. However, the molecular mechanisms by which Tox drives gene expression is not well understood. A recent study in chronically-activated CD8 T cells suggested that Tox may preferentially bind AICE (AP-1-Interferon-Composite Elements) motifs in DNA and that are occupied by the AICE-binding transcription factor BATF (16). This may imply that Tox and other BATF-associated transcription factors (IRF4, JunB) cooperate to drive gene expression. To explore this possibility, we mined publicly-available BATF, IRF4 and JunB ChIP-seq data sets in cultured CD4 T cells (GSE172490) and identified loci that were bound by JunB, BATF and IRF4. As previously reported (29, 30), a large fraction of these genes (~27%) were co-bound by these three TFs in CD4 T cells, but *Pdcd1* was only bound by IRF4 (**Figure 4A**). We then examined the overlap between the loci bound by all three JunB, BATF, and IRF4 and regions bound by Tox in chronically-activated CD8 T cells (GSE175437, **Figure 4B**). Interestingly, over 51% of JunB/BATF/IRF4-binding sites in CD4 T cells are shared with Tox-bound regions in CD8 T cells. This included a number of genes that we identified in our RNA-seq analysis or were found to be induced by Tox after Th2 cell differentiation (*Il10, Il13, Ccl3, Xcl1*) (**Figure 4B**), indicating that these genes may be co-regulated by Tox and the JunB/BATF/IRF4 complex. To examine this more closely, we examined binding of these TFs at the *Il10* locus and found two distinct regions (one within the *Il10* gene body and one downstream of the *Il10* locus) that were bound by all 4 of these TFs in CD8 T cells which corresponded to JunB/BATF/IRF4 peaks in CD4 T cells (**Figure 4C**). Together, these data suggest that Tox and the JunB/BATF/IRF4 complex may specifically co-regulate IL-10 and potentially a set of genes involved in chemotactic activity in T cells.

**Figure 4:**
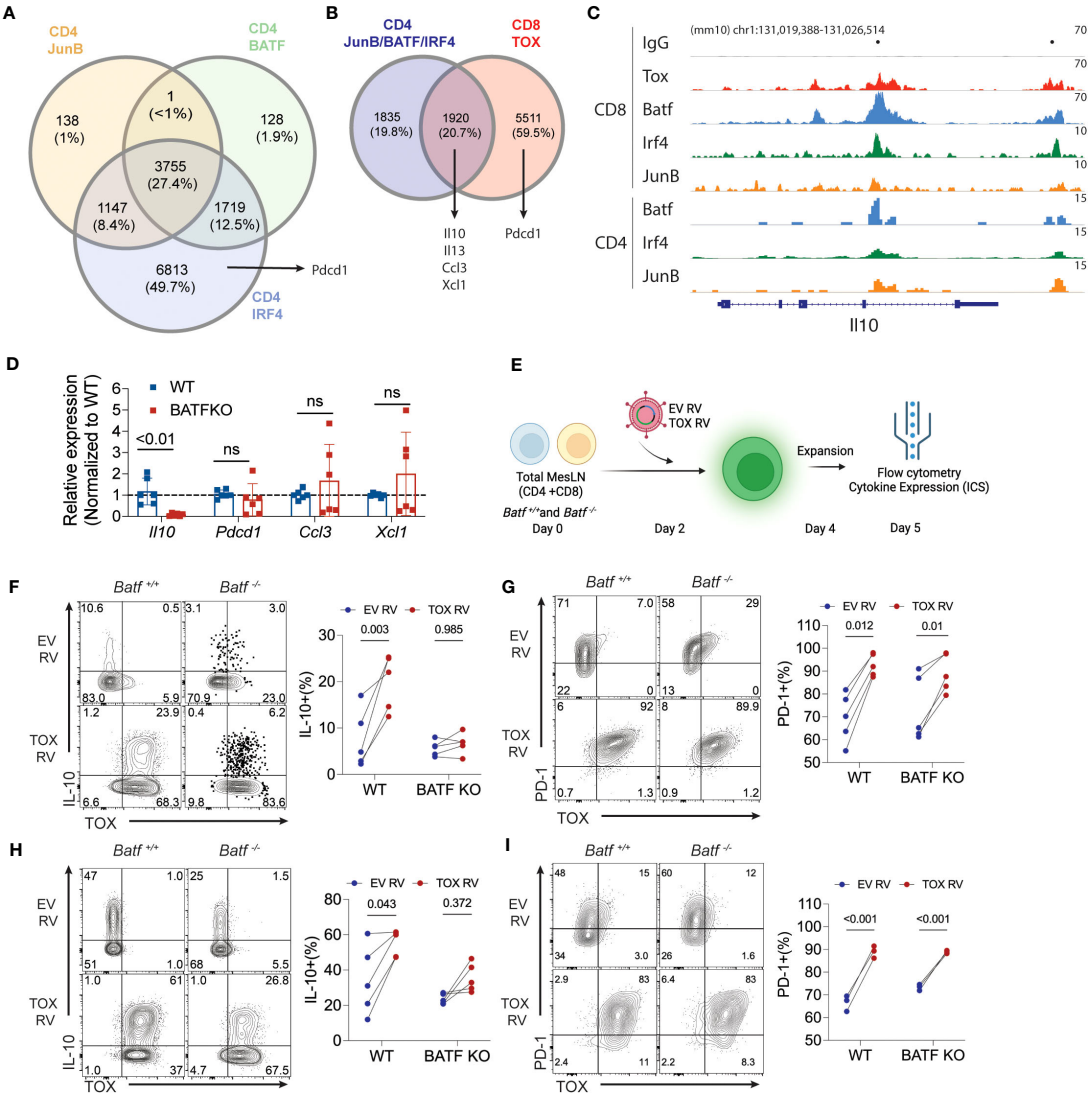
BATF is required for Tox-induced expression of IL-10. **(A)** The intersection of JunB, BATF, and IRF4 bound loci in cultured CD4 T cells. Data are sourced from GSE172490. Total number of peaks and the percentages for each intersection are shown. **(B)** The overlap between JunB/BATF/IRF4 co-bound regions from **(A)** and Tox binding loci from chronically activated/exhausted (PD1^hi^ Tim3^+^) CD8 T cells from GSE175437. **(C)** IGV genome browser tracks for IgG control, Tox, BATF and IRF4 binding to the *Il10* locus in CD8 and CD4 T cells. CD8 T cell BATF, IRF4 and JunB ChIP-seq data were sourced from GSE111902. Dots above track represent identified significantly enriched peak centers. **(D)** Real-time PCR of *Il10, Pdcd1, Ccl3, Xcl1* in 5-day cultured Th0 cells from WT or *Batf* ^-/-^ (BATF KO) mice. n.s. = not significant. Data are normalized to the median WT value for each gene represents values of cultures from 6 mice done in 2 individual experiments. **(E)** Schematic of experimental design for ectopic expression of Tox in WT or BATF-deficient total lymph node cultures. **(F, H)** Representative contour plots of Tox and IL-10 protein expression from GFP^+^ WT and BATF-deficient CD4 and CD8 T cells and quantification of these data, respectively. **(G, I)** Representative contour plots of Tox and PD-1 protein expression from GFP^+^ WT and BATF-deficient CD4 and CD8 T cells and quantification of these data, respectively. These data are representative of cultures from 4-5 individual mice from two individual experiments. P-value <0.05 was considered significant in a paired Students t-test.

Based on the data above, we reasoned that BATF would be required for Tox-augmented production of IL-10, but not PD-1. To initially test this possibility, we measured the expression of the Tox-induced genes that we identified in **Figures 3** and **4A, B** (*Il10, Pdcd1, Ccl3, Ccl4, Xcl1*) in Th0 cells cultured from WT and BATF-deficient mice. Consistent with a high degree of overlap between Tox and BATF binding at the *Il10* locus in CD8 and CD4 T cells, we observed a significant decrease in *Il10* expression in BATF-deficient CD4 T cells cultured under non-polarizing conditions. Also as predicted, *Pdcd1* expression was not altered in the absence of BATF (**Figure 4D**). However, we also failed to observe changes in expression of *Ccl3* and *Xcl1* expression that were predicted to also be BATF-dependent (**Figure 4D**), suggesting that other TFs may regulate *Ccl3* and *Xcl1* under non-polarized Th cell conditions. To directly test if BATF was in fact required for Tox-augmented IL-10 production, we transduced total lymphocytes from pooled mesenteric and inguinal lymph nodes (i.e. enriched CD4 and CD8 T cell population) collected from WT or *Batf* ^-/-^ mice with EV RV and Tox RV as above. At 5 days of culture, we collected cells and assessed the capacity of transduced cells (i.e. GFP^+^) to produce IL-10 and PD-1 as an additional control (**Figure 4E**). Ectopic Tox expression enhanced IL-10 protein production in both CD4 and CD8 T cells isolated from WT mice, but not from BATF-deficient animals (**Figures 4F, H**). In contrast, ectopic Tox expression induced PD-1 to a similar extent and to similar levels in both WT and BATF-deficient CD4 and CD8 T cells (**Figures 4G, I**). It is worth noting that Tox transduction did not induce enhanced BATF expression in any of the conditions that we examined (data not shown), suggesting that Tox does not simply function to enhance BATF which then induces IL-10. Taken together, these data indicate that Tox works with BATF, and possibly JunB/IRF4, to promote IL-10 production, but can also induce genes via BATF-independent (e.g. PD-1) mechanisms.

## Discussion

Tox has been previously associated with T cell exhaustion in CD8 T cells and the differentiation and function of CD4 TFH cells (4–7, 11, 12, 27). In our work, we extend upon these findings and show that Tox is also involved in promoting the production of chemokines that aid in T cell-myeloid cell interactions and in the production of the immunoregulatory cytokine IL-10. Further, we provide a molecular mechanism by which Tox and BATF, IRF4 and JunB co-occupy these loci and that Tox-induced production of IL-10 is BATF-dependent. These findings are among the first to define a role for Tox outside of CD8 T cell function/exhaustion or TFH differentiation and how Tox works with other TFs to drive gene expression.

Tox has distinct functions in different T cell types. Elevated Tox expression in chronically-activated CD8 T cells leads to functional exhaustion and a reduced capacity to drive tumor clearance via induction of cell surface inhibitory proteins like PD-1 and epigenetic modification of these cells (4–7, 27). In CD4 T cells, Tox and Tox2 cooperate to drive TFH differentiation where it induces PD-1 expression, but also other TFH-specific genes (i.e. *Bcl6, Il6st, Batf*) (11, 12, 31). In our work, we show that Tox is not only expressed by TFH cells, but it is also expressed by other Th cell types (i.e. Th1, Tregs) within the gut-associated Peyer’s Patch and lymph nodes (**Figure 1**). It is of note that Tox is also expressed by gut intraepithelial T cells (24) and these data combined with our study suggests that there may be gut-specific factors that promote Tox expression outside of chronic TCR stimulus. Functionally, we also showed that Tox modestly suppressed Th1 cell differentiation and increased Th2, Th17 and Treg differentiation and/or cytokine production. This may be due to Tox-induced repression of *Il12rb2* (**Figure 3B**), a gene encoding a chain of the IL-12 receptor that is required for IL-12 signaling and Th1 differentiation (28). *Il12rb2* was also repressed by over expression of Tox/Tox2 in CD8 and CD4 T cells and correlated with their reduced capacity to produce IFN-γ (6, 11), indicating that this is a function of Tox in both T cell types.

Tox induced and repressed a more refined set of genes in unpolarized Th cells as compared to CD8 T cells under similar settings. Here we showed that over expression of Tox significantly modulated (>2-fold induction or repression) a relatively small set of 22 genes in activated CD4 T cells as compared to CD8 T cells where hundreds of genes were induced or repressed to the same criteria (6). 

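By the DESeq2 Wald test with no expression threshold, the 11 upregulated genes were *Tox*, *Adora3*, *Acpp*, *Xcl1*, *Gcnt1*, *Asb2*, *Ccl3*, *Ccl4*, *Pdcd1*, *Gem* and *Adgrg5*, and the 11 downregulated genes were *Oaz1-ps*, *Tmem254b*, *Gm6793*, *Phlda1*, *Gm13278*, *Atn1*, *Ntrk3*, *Il12rb2*, *Gbp5*, *Map6* and *Fam46a*. Those not named in the text or in Figure 3B were singled out after their values were seen. *Acpp*, at a mean FPKM of 0.675 in Tox RV cells, was the gene below the expression threshold. In all 22, which were selected on these same 4 libraries, both Tox RV libraries lay on the same side of both EV RV libraries. With each library left out in turn, a change above 2-fold held in every fit for 14 of the 22. *Il10* was not among these genes. Near-identical copies were searched for only 3 of the downregulated genes. The counts of these 3 are uncertain, because a near-identical sequence exists elsewhere in the genome, and the other genes of the 22 were not checked. *Tmem254b* (chromosome 14, 26203369 to 26207041) has a transcript identical to one of *Tmem254a* over 1447 bases, *Gm6793* (chromosome 8, 112013433 to 112015036) is 98.3% identical to *Hnrnpa3* over 1476 bases, and *Oaz1-ps*, a pseudogene, is 99.7% identical to *Oaz1* over 685 bases. *Gm6793* also overlaps *Terf2ip* on the other strand.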

In previous work, Xu et al. also noted that Tox transduction in similar CD4 T cell conditions induced expression of a number of TFH-associated genes (*Bcl6, Ascl2, Cxcr5*) that we did not identify in our study. 

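*Bcl6* (chromosome 16 of mm10, 23965052 to 23988852) was at 46.6 and 13.3 CPM in EV RV replicates 1 and 2 and 28.9 and 29.0 CPM in Tox RV replicates 1 and 2. Its log2 fold change was -0.05 (standard error 0.54, adjusted p = 0.991 in edgeR's quasi-likelihood test). The direction depended on the EV RV libraries, since the value was 1.11 without EV RV replicate 1. *Cxcr5* (chromosome 9, 44511787 to 44561877) was weakly expressed, with 31 counts in each EV RV library and 70 and 44 in the Tox RV libraries. Both Tox RV libraries lay above the EV RV libraries, at a log2 fold change of 0.80 (standard error 0.47, adjusted p = 0.897). *Cxcr5* overlaps *Bcl9l* on the other strand, so reads there could be assigned to either gene unless strand was used. *Bcl9l* was at 8.89 CPM or more in each library, against at most 1.11 CPM for *Cxcr5*, and moved the opposite way (log2 fold change -1.09). *Ascl2* (chromosome 7, 142966829 to 142969264) had 2, 0, 1 and 4 counts in EV RV replicates 1 and 2 and Tox RV replicates 1 and 2. It did not reach the minimum count, and a change could not be detected at this depth.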

A key difference between our study and that of Xu et al. is that we added recombinant IL-2 to our cultures, where IL-2 was either not added or blocked in this previous work. Interestingly, the majority of genes identified in Xu et al. are repressed by IL-2. Therefore, these differences in culture conditions (i.e. +/- IL-2) is likely to explain these differences. 

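*Asb2*, on chromosome 12 of mm10 from 103321142 to 103356001 (minus strand, protein coding), was at 43.0 ± 6.91 CPM (SD, n = 2) in EV RV cells and 190 ± 88.8 CPM (SD, n = 2) in Tox RV cells. Its log2 fold change was 2.14 (standard error 0.36, adjusted p = 0.897 in edgeR's quasi-likelihood test, adjusted p = 4.05e-07 in DESeq2). Both Tox RV libraries, at 252 and 127 CPM, lay above both EV RV libraries, and the log2 fold change was at least 1.55 with each library left out in turn. *Asb2*, *Pdcd1*, *Ccl3* and *Il12rb2* all had an adjusted p-value below 0.05 in DESeq2.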

Of the Tox-modulated genes we identified, 4 of these were similarly regulated in CD8 T cells (*Pdcd1, Ccl3, Asb2, Il12rb2*). Interestingly, 3 of the 22 genes we identified (*Xcl1, Ccl3, Ccl4*) were involved in facilitating T cell-myeloid cell interactions and in the recruitment of immune cells to sites of inflammation. 

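With DESeq2 the log2 fold change was 2.56 (standard error 0.35, adjusted p = 2.58e-09) for *Xcl1*, 2.04 (standard error 0.46, adjusted p = 0.0106) for *Ccl3* and 2.03 (standard error 0.43, adjusted p = 0.00494) for *Ccl4*. The mean FPKM rose from 67.3 to 436 for *Xcl1*, from 15.9 to 69.3 for *Ccl3* and from 18.0 to 78.3 for *Ccl4*. The other 11 chemokine ligand genes tested had an adjusted p-value of 1.00 in DESeq2. The most abundant of them, *Ccl1*, was at 87.6 ± 34.2 CPM (SD, n = 2) in EV RV cells and 136 ± 80.4 CPM (SD, n = 2) in Tox RV cells, with a Tox RV library below an EV RV library.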

The XCL1 receptor, XCR1, is almost exclusively expressed on dendritic cells and CCL3 and CCL4 enhance the recruitment of CCR5^+^ cells (myeloid cells, T cells) to inflamed sites. Previous work also indicates that CD4 T cell-derived CCL3/CCL4 act to recruit CD8 T cells to the site of active dendritic cell-CD4 T cell interactions in secondary lymphoid organs (32) like the Peyer’s Patch. As XCL1 also induces the recruitment of dendritic cells (33), these data implicate Tox as a factor that orchestrates the three-way interaction that leads to dendritic cells licensing and effective induction of the CD8 T cell response.

We demonstrated that the anti-inflammatory cytokine IL-10 was also elevated at the mRNA and protein level in both Tox RV-transduced CD4 and CD8 T cells. This is of particular importance as IL-10 production by T cells is enhanced and correlates with heightened T cell Tox expression in chronic viral infection (6, 34, 35). Blockade of IL-10 resolved chronic viral infection and T cell exhaustion in some settings (35), suggesting that Tox-mediated IL-10 production may play a negative role in resolving infection. In the setting of cancer biology, tumor-infiltrating CD4 and CD8 T cells also express elevated Tox and have been shown to produce IL-10 (4, 36, 37). IL-10 production in tumors has been shown to have potential beneficial effects in promoting T cell effector function (i.e. IFN-γ and granzyme production) and limiting tumor growth (36–40). Our data therefore suggest a mechanism by which Tox-induced IL-10 production by tumor-infiltrating T cells and may act to maintain T cell effector activity. In line with this hypothesis, Tox-deficient CD8 T cells exhibited reduced cytokine production, killing capacity and tumor persistence despite having diminished expression of inhibitory surface molecules (PD-1, LAG3) (4). Further *in vivo* work must be done to determine the individual role of Tox-induced IL-10 on these phenomena.

Similar to Tox, the basic leucine zipper transcription factor BATF is also involved in TFH differentiation (41, 42), T cell IL-10 production (43) and the exhaustion of chimeric antigen-receptor T cells in tumors (44). These data suggest that Tox and BATF may cooperate to regulate these distinct processes. Indeed, recent data from terminally exhausted CD8 T cells suggests that the expression of Tox and BATF are upregulated and that these factors co-occupy a high frequency of genomic regions that are associated with T cell exhaustion (16). In a metanalysis of these data and others, we show that Tox along with BATF, IRF4 and JunB co-occupy in CD8 T cells and these sites correspond to BATF/IRF4/JunB-bound sites in CD4 T cells. In line with these data, we show that BATF was indeed required for Tox-induced IL-10 production (**Figure 4**). Despite these factors also co-occupying several sites in and around the Pdcd1 locus in CD8 T cells, this was not conserved in cultured CD4 T cells (data not shown). Further, we found that Tox-induced PD-1 expression was BATF-independent for both cell types. These data suggest that Tox alone or Tox interactions with IRF4 or JunB alone are sufficient to drive expression of PD-1. Further work must be done to characterize Tox-induced gene loci that are BATF-dependent or-independent to answer this question. Examining these phenomena in CD8 T cells, where there are a large number of Tox-induced genes, is likely a better system for these analyses. Taken together however, our data lays an important framework that Tox regulates transcription of its target genes through both BATF-dependent (i.e. *Il10*) and -independent (i.e. *Pdcd1*) mechanisms.

As a whole, our data indicate that Tox is expressed by CD4 T cells in healthy peripheral tissues and that these non-chronically activated/non-TFH cells may have Tox-dependent functions within these locales. As Tox is associated with T cell exhaustion in tumors, it has become a potential target for therapeutic targeting. However, because Tox^+^ CD4 T cells in peripheral/mucosal tissues likely play immunomodulatory roles, disruption of their function by Tox inhibitors may result in increased immune-related adverse effects. Finally, factors that bolster Tox expression by these peripheral CD4 T cells may improve their ability to aid in induction of *de novo* T cell responses by facilitating dendritic cell-T cell interactions and potentially regulating unwanted inflammatory responses through the production of IL-10.

Our study has some limitations that need to be considered. We propose that Tox functions with a TCR-induced factor (BATF) to enhance the production of IL-10 under acute TCR stimulation settings. However, other Tox-induced functions may only be apparent under settings of chronic TCR activation (i.e. sustained Tox and BATF expression) that might be missed in our study with only acute TCR stimulation. In a similar fashion, our studies to this point have been solely performed *in vitro*. While this allows us to take a very reductionist/mechanistic approach to how specific genes are regulated, these findings must be validated *in vivo* during anti-tumor or anti-viral immune responses where Tox is highly expressed by T cells. Finally, we waited two days post-onset of culture (e.g. initial TCR stimulation) to transduce T cells with Tox. As BATF is induced rapidly after TCR stimulus (~24 hours), we may miss important early Tox-BATF interactions that drive epigenetic programming at this state that may act to have robust changes in cellular function. Despite these limitations, we have laid an important initial framework for future studies examining early events after TCR signaling and how these Tox-induced genes contribute to *in vivo* immune responses to cancer and chronic infection.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: GSE240348 (GEO).

## Ethics statement

The animal study was approved by Purdue University Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

DC: Investigation, Writing – original draft, Writing – review & editing, Data curation, Formal Analysis, Methodology. JR: Data curation, Formal Analysis, Investigation, Writing – review & editing. LW: Data curation, Formal Analysis, Writing – review & editing. FY: Data curation, Formal analysis, Writing – review & editing. BY: Data curation, Formal Analysis, Writing – original draft. MW: Formal Analysis, Writing – review & editing, Data curation. CC: Formal Analysis, Writing – review & editing, Investigation. MK: Conceptualization, Data curation, Formal Analysis, Writing – review & editing. MO: Conceptualization, Writing – review & editing, Funding acquisition, Investigation, Project administration, Resources, Supervision, Writing – original draft.

How the deposited data were processed for this re-analysis (not part of the article)

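RNA-seq was carried out on unpolarized CD4 T cells that had been transduced with EV RV or Tox RV on day 2, restimulated for 5 h on day 5 and sorted for GFP. There were 2 libraries per group, each group representing 2 mice. All 4 libraries were assigned to their group and replicate number from the sample labels and the methods. The paper's flow cytometry, qPCR and chromatin data were not analysed here.

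The authors checked the reads with fastqc, aligned them with bowtie to mm10 transcripts and quantified each gene with RSEM, with 1 library per file and without pooling replicates. For the RNA-seq tools the paper's text names no version other than bowtie1, and it does not say whether strand was used in counting. The deposited expected counts are RSEM's estimates of the number of fragments per gene, not normalized, and cover 24369 genes listed by symbol. The deposited TPM values are transcripts per 1000000 transcripts as computed by RSEM, summing to 1000000 in each library. The deposited FPKM values are fragments per kilobase of effective length and per 1000000 aligned fragments, also from RSEM. A further deposited table of the whole series is named as TPM, but its columns sum to 461343, 501676, 515117 and 512849. For genes with more than 300 counts, its values divided by RPKM computed from the expected counts with TMM scaling had a median of 1 in each library, and 76.1% to 77.3% of those genes lay within 0.001 of that value. It was therefore read as RPKM made by the authors, and served for 1 alternative threshold. All of its columns of values were matched to a library by name.

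The depth was 46989997 and 74548723 expected counts in EV RV replicates 1 and 2 and 61442264 and 49012254 in Tox RV replicates 1 and 2. Reads of genes with a near-identical copy are divided by RSEM's model, so the counts of such genes are uncertain. The same holds for genes that overlap another gene, since use of strand is not stated. A gene at or below 3 counts in a library was treated as being at the floor.

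Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 14143. Libraries were scaled by TMM, and Tox RV was compared with EV RV by glmQLFit and glmQLFTest with no block for the replicate number. The common biological coefficient of variation was 0.232, with 3.77 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method. A gene was counted as differentially expressed at a fold change above 2, an adjusted p-value below 0.05 and a mean FPKM above 2 in at least 1 group. The standard error of a log2 fold change was taken from the fold change and the quasi-likelihood F statistic. The spread given beside a CPM is the SD of the 2 libraries. The methods name DESeq2 with default parameters for this comparison, and it was run as an alternative (version 1.42.0). With 2 libraries against 2, other divisions of the samples were not counted, and each library was left out in turn instead of testing for outlying libraries.

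Gene lists were compared with camera from limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), adjusted over 8 lists fixed before the data were examined. These were chemokine ligands, co-inhibitory receptors, TFH genes, Th1 genes, Th2 genes, Th17 genes, Treg genes and TCR activation genes. *Tox* was left out of every list. Marker lists of CD8 T and NK cells, B cells and myeloid cells, and a list of sex genes, were used as descriptions only. The median of each list was also compared with 10000 random lists matched on expression.

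The genes named in the text were chosen by a rule set before the data were examined. They were every gene the paper names, the 5 largest increases and 5 largest decreases among genes past the thresholds with both Tox RV libraries on 1 side, list members past an adjusted p-value of 0.05, and copies that share the symbol stem of a named gene. Because 0 genes passed an adjusted p-value of 0.05, only the genes the paper names and their copies came from this rule. Some genes that the paper names are not reported here. Other genes are marked as chosen after their values were seen.

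Both tests were tested on simulated data, with counts drawn for the real genes at the real depths and gene-wise dispersions and with 200 genes changed. The quasi-likelihood test recovered 26% of 50 genes changed 2-fold and 98% of 50 genes changed 4-fold, and called 15 unchanged genes among 14006 genes tested. In the real libraries the same test did not call *Tox*, at a 12.8-fold change (adjusted p = 0.490), or *Xcl1*, at 5.89-fold (adjusted p = 0.897). The simulated recovery is therefore no measure of its power on these libraries. DESeq2 recovered 46% and 100% of those genes and called 49 unchanged genes among 14143. At 2-, 4-, 8- and 16-fold it recovered 23, 50, 50 and 50 genes, against 13, 49, 50 and 50 in the quasi-likelihood test. Unchanged genes were thus a larger share of the calls in DESeq2, and in both tests above what the adjusted p-value threshold allows. The genes that DESeq2 called in the real libraries may also hold more false calls than this threshold allows. With counts drawn at a dispersion of 0.01 instead, both tests called 7 unchanged genes.

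Alternatives set before the data were examined were DESeq2, median-of-ratios scaling, scaling by library totals, no filter on low counts, the replicate number as a block, limma on log2(TPM + 1) and log2(TPM + 0.1), other expression, fold-change and adjusted p-value thresholds, sums over gene copies, leaving out each library, and for lists fry, an estimated correlation, the block, another scaling and no filter. Those added after seeing the data were edgeR's robust and newer (legacy = FALSE) quasi-likelihood fits, its exact test with gene-wise dispersions or a fixed dispersion of 0.001, likelihood ratio tests with 6 fixed dispersions, DESeq2 without the FPKM threshold, a threshold on the deposited RPKM, and *Rn45s* or *Il12rb2* left out.

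Coordinates are those of GENCODE release M21 for GRCm38, the build also called mm10, counted from 1. GC content came from its transcripts. Copies were searched for *Tmem254b*, *Gm6793* and *Oaz1-ps* alone, by BLAST 2.17.0 at an identity of at least 95% over at least 50% of a transcript.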

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

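The tests of explanations in this part were chosen after the results were seen, except those on restimulation and on CD8 T cells, which were set beforehand for other genes.

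The paper does not name *Adora3*, *Acpp*, *Gcnt1*, *Gem* or *Adgrg5*, and each was higher in both Tox RV libraries than in both EV RV libraries and had an adjusted p-value below 0.05 in DESeq2. They were picked out after their values were seen, and had an adjusted p-value of 0.897 in edgeR's quasi-likelihood test. The log2 fold change was 2.86 for *Adora3* (standard error 0.58), 2.75 for *Acpp* (0.62), 2.40 for *Gcnt1* (0.48), 1.76 for *Gem* (0.44) and 1.58 for *Adgrg5* (0.34). *Gcnt1* was at 4.01 and 2.54 CPM in EV RV replicates 1 and 2 and at 24.3 and 10.1 CPM in Tox RV replicates 1 and 2, and *Gem* at 6.40, 6.31, 30.9 and 12.1 CPM in the same order. *Acpp* stayed below 4 CPM in each library, at 3.22 and 1.70 CPM in the Tox RV libraries. *Gcnt1* lies on chromosome 19 from 17326141 to 17372844, *Gem* on chromosome 4 from 11704457 to 11714752, *Adora3* on chromosome 3 from 105870858 to 105908926, *Adgrg5* on chromosome 8 from 94923694 to 94943280 and *Acpp* on chromosome 9 from 104288251 to 104337748. *Adora3* overlaps *Tmigd3* on the same strand, so reads of these genes could be divided between them, but *Tmigd3* was at 0.569 and 0.231 CPM in the Tox RV libraries, with a log2 fold change of -0.82, and *Adora3* at 7.97 and 2.70 CPM.

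Some technical explanations were argued against. Taking off the median change of genes of like length and GC content left the median log2 fold change of the 5 genes at 2.41, against 2.40 before (95.5% of the genes tested had a GC value). CD8 T cells among the sorted Tox RV cells would raise *Cd8a* and *Cd8b1*, whose summed CPM changed by 0.084 on the log2 scale. Myeloid cells would raise *Lyz2*, *Tyrobp* and *Fcer1g*, whose summed CPM was 0.711 and 0.525 in EV RV and 0.490 and 0.270 in Tox RV libraries, a log2 ratio of -0.70. In EV RV replicate 1 this sum was *Fcer1g* alone, and *Tyrobp* had 11 counts in Tox RV replicate 1 and at most 2 in the other libraries. Of the 5 myeloid markers tested 3 were higher, with a median log2 fold change of 0.084, and *Itgam* rose by 1.01 from 0.261 and 0.250 CPM to 0.696 and 0.328 CPM. A sum below 1 CPM that did not rise argues against such cells as the source of genes at up to 30.9 CPM. NK cells stay open, since the summed CPM of *Klrd1* and *Klrk1* (log2 ratio -0.89 between the groups) was 50.9 and 12.4 in EV RV and 27.4 and 6.84 in Tox RV libraries, and so varied widely within each group. The sum was lower in Tox RV cells at each replicate number, but a number is not known to mark one mouse. A single aberrant library stays open too. The smallest median over the fits that each left out 1 library was 1.62, and *Gem* fell to 0.93 in 1 of these fits, but the genes were picked with both Tox RV libraries above both EV RV libraries, so these fits could not reverse them. A stronger response to restimulation in the Tox RV cultures stays open, as the median of the TCR activation genes rose by 0.25 with members moving both ways. A response of these genes to Tox also stays open, as a hypothesis from the same data.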

How the results depend on the processing

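The count of differentially expressed genes differed between settings. Against 0 genes in edgeR's quasi-likelihood test, DESeq2 gave 21 (10 upregulated, 11 downregulated), and the quasi-likelihood test without a filter on low counts gave 20 (10 and 10), of which 19 were also called by DESeq2. At any fold change and expression level each of these 2 settings gave 22 genes (11 and 11), of which 20 were shared. Without the filter the prior degrees of freedom rose from 3.77 to 20.7. Median-of-ratios scaling, library totals, both limma fits on TPM, the other expression thresholds, glmTreat, a fold change of 1.5 and an adjusted p-value of 0.01 each gave 0. Of the settings chosen after seeing the data, the robust and newer quasi-likelihood fits, *Rn45s* left out and the threshold on the deposited RPKM each gave 0. DESeq2 without the FPKM threshold, also chosen then, gave 22 (11 and 11). The exact test with gene-wise dispersions gave 12 (6 and 6), or 13 at any fold change (7 and 6). The exact test with a dispersion of 0.001 gave 94 (33 and 61), or 7526 at any fold change (3786 and 3740). Likelihood ratio tests gave 83 (32 and 51) at a dispersion of 0, 94 (33 and 61) at 0.001, 98 (32 and 66) at 0.005, 96 (30 and 66) at 0.01 and at 0.02, and 91 (26 and 65) at 0.04. The cause of these differences between settings was not tested. Leaving out a library leaves a group with 1 library, so no count was made there.

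The replicate numbers 1 and 2 occur in both groups, but neither the paper nor the labels say that a number marks one mouse. The legend of Figure 3 names a paired Student's t-test, which would go with each mouse giving an EV RV and a Tox RV culture. It does not say whether the RNA-seq libraries were paired, or by which number. The deviations of same-numbered libraries from their group means had a correlation of 0.30 across genes. With the replicate number as a block, 15 genes passed the thresholds (8 upregulated and 7 downregulated), 13 of which were also called by DESeq2, and 16 had an adjusted p-value below 0.05 at any fold change (9 and 7). *Rn45s* was among the 15, at a log2 fold change of -1.13 (adjusted p-value 0.0138).

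The log2 fold changes of the genes behind the claims kept their direction in each setting run. *Tox*, *Pdcd1* and *Xcl1* passed an adjusted p-value of 0.05 with DESeq2 (3.68, 1.78 and 2.56), without the low-count filter (3.70, 1.79 and 2.58), with the block (3.75, 1.76 and 2.52), and in the exact test with gene-wise dispersions (3.67, 1.77 and 2.56) or a dispersion of 0.001 (3.77, 1.78 and 2.61). *Ccl3* and *Ccl4* did so with DESeq2 (2.04 and 2.03), without the filter (2.05 and 2.03) and with a dispersion of 0.001 (1.98 and 2.00). *Il12rb2* did so with DESeq2 (-1.38), without the filter (-1.37), with the block (-1.34) and with a dispersion of 0.001 (-1.38). *Il10* did so only with fixed dispersions, in the exact test at 0.001 (1.4) and in likelihood ratio tests at 0 (1.21), 0.001 (1.4), 0.005 (1.50), 0.01 (1.52), 0.02 (1.53) and 0.04 (1.53). Without passing, it was larger with the block (2.99), on log2(TPM + 1) (2.90) and on log2(TPM + 0.1) (3.20). Across the 4 fits that each left out 1 library the log2 fold change ranged from 3.24 to 4.27 for *Tox*, 1.61 to 1.91 for *Pdcd1*, 1.98 to 2.96 for *Xcl1*, 0.92 to 2.66 for *Ccl3*, 0.97 to 2.62 for *Ccl4*, -1.75 to -0.91 for *Il12rb2* and 0.57 to 6.09 for *Il10*.

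Genes with small changes reversed. With library totals, which moved the median of all genes by 0.12, *Bcl6* was at 0.13, *Tbx21* at 0.010, *Xcr1* at 0.059 and *B2m* at 0.083. With the block, *Bcl6* was at 0.21, *Il4* at 0.77 and *Il5* at 0.43. On log2(TPM + 1), *Bcl6* was at 0.10, *Il4* at 0.80 and *Il5* at 0.25, and on log2(TPM + 0.1) at 0.13, 0.87 and 0.56. In the exact test with a dispersion of 0.001, *Bcl6* was at 0.043 and *Xcr1* at 0.0019. Leaving out 1 library reversed *Bcl6* (range -0.69 to 1.11), *Batf* (-0.094 to 1.74), *Irf4* (-0.72 to 0.036), *Junb* (-0.016 to 0.32), *Tbx21* (-0.35 to 0.21), *Ifng* (-0.58 to 2.72), *Il4* (-1.29 to 3.21), *Il5* (-1.50 to 2.93), *Foxp3* (-0.29 to 0.49), *Xcr1* (-0.41 to 0.33) and *B2m* (-0.11 to 0.021). Among all single genes outside those behind the claims, the reversed genes included, 26 results became significant, 16 of them in the exact test with a dispersion of 0.001. In the same genes 3 results moved by more than the replicate spread. This count leaves out *Tmem254b* summed over its copies, at -0.11 against -6.15 for *Tmem254b* alone.

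Of the lists, the Th1 and Treg lists lost an adjusted p-value below 0.05 with an estimated correlation (0.406 for each) and with fry (0.314 for each), and the Treg list also without the low-count filter (0.0534). The chemokine list, not significant before, changed direction without the filter (adjusted p-value 0.729). The cause was not tested. With *Il12rb2* left out, a choice made after seeing the data, the Th1 list had an adjusted p-value of 0.0382.

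Depth limited genes with few counts, such as *Ascl2*, while for *Il10* and the chemokine genes the spread between replicates, not the depth, set the error.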

Differences from the paper's values

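The paper reports 22 differentially expressed genes, 11 upregulated and 11 downregulated. In edgeR's quasi-likelihood test 0 genes passed the same thresholds, 0 upregulated and 0 downregulated, with 512 genes at an unadjusted p-value below 0.05. Among the alternatives set before the data were examined, DESeq2, which the methods name, gave 21 genes (10 and 11) and the fit without a low-count filter 20 (10 and 10), both within 1.5 times the paper's counts. The block on the replicate number gave 15 (8 and 7), within 1.5 times for the total and the upregulated genes and not for the downregulated genes. The others gave 0. At an adjusted p-value below 0.05 with no further threshold, DESeq2 and the fit without the filter each gave 22 (11 and 11). Chosen after seeing the values, DESeq2 without the expression threshold gave 22 (11 and 11), the exact test with gene-wise dispersions 12 (6 and 6), and tests with fixed dispersions between 83 and 98. The robust and newer quasi-likelihood fits, *Rn45s* left out and the threshold on the deposited RPKM, chosen then too, gave 0.

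Figure 3B plots the −log10 p-value of single genes, read by eye. More points are highlighted there than the 22 genes of the text, and its fold-change axis is printed with minus signs on both sides of 0, so the right side was read as positive. In Fig. 3B it is about 300 for *Tox*, about 300 for *Xcl1* and about 300 for *Asb2*, against 4.03, 3.05 and 2.94 in edgeR's quasi-likelihood test. For *Ccl3* it is about 270 in Fig. 3B against 1.78, for *Pdcd1* about 260 against 3.98, and for *Ccl4* about 260 against 1.97. For *Il10* it is about 200 in Fig. 3B against 0.53, for *Tmem254b* about 270 against 4.13, and for *Gm6793* about 270 against 1.83. None of the alternatives set before the data were examined closed the gap for any of these genes, and DESeq2 gave 27.4 for *Tox*, 30.6 for *Tmem254b* and 0.38 for *Il10*. Chosen after seeing the values, the exact test with a dispersion of 0.001 gave 246 for *Ccl3*, 233 for *Pdcd1*, 234 for *Ccl4*, 173 for *Il10*, 262 for *Tmem254b* and 227 for *Gm6793*, all within 1.5 times, and p-values too small to be written for *Tox*, *Xcl1* and *Asb2*. The likelihood ratio test with the same dispersion, also chosen after seeing the values, gave 221, 224, 213, 151, 265 and 208 for those 6 genes. At a dispersion of 0.005 it gave 207 for *Tox*, within 1.5 times, but the other genes fell short. They were at 164 for *Tmem254b*, 117 for *Xcl1*, 86.2 for *Asb2*, and between 43.3 (*Il10*) and 69.4 (*Ccl3*) for the rest.

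The paper marks *Il10* as a significantly changed gene in Figure 3B and states that Tox overexpression increased it. Here its adjusted p-value was 0.897, and 1.00 in DESeq2. It passed only with the dispersion fixed, in the exact test at 0.001 and in likelihood ratio tests from 0 to 0.04 (adjusted p-value 0.000103 at 0.04), all chosen after seeing the values. The other genes marked in Figure 3B did not pass in edgeR's quasi-likelihood test either. DESeq2 and the fit without the low-count filter called all of them. The block called *Tox*, *Xcl1*, *Asb2*, *Pdcd1*, *Tmem254b* and *Il12rb2*, and the exact test with gene-wise dispersions called the first 5 of these.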

Other observations

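Of the tests of explanations in this part, those on CD8 T cells and on restimulation of the Tox RV cells, on copies of *Tmem254b* and *Gm6793*, and on restimulation, length and GC content in EV RV replicate 1 were chosen before their results were seen, and the others after.

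The level of *Il10* in EV RV replicate 1 stood out. Its log2 difference from EV RV replicate 2 (-5.48) was the lowest of all genes tested, and *Il24* (4.27 against 132 CPM), *Il4* (1.68 against 38.1 CPM) and *Il5* (0.711 against 15.4 CPM) were also far lower in this library. Of the 12 genes of the Th2 list 10 were lower, with a median log2 difference of -0.96. *Batf* was at 17.6 CPM in EV RV replicate 1 and at 62.4, 58.7 and 58.7 CPM in the other 3 libraries. Depth does not account for the difference, since 2564 *Il10* counts would be expected in EV RV replicate 1 at the share seen in EV RV replicate 2, against 49 found. Neither does 45S pre-rRNA, because without *Rn45s* the log2 difference was -5.49, nor length and GC content, after which it was -5.30 (SD of genes 0.66). Weaker restimulation of this culture is argued against by the TCR activation genes, which without *Ifng* and *Irf4* were higher in EV RV replicate 1 by a median of 0.50, with 2 of 12 lower. *Ifng* and *Irf4* were left out because their values had been seen before the test was set, and both go with weaker restimulation, at 10.9 against 107 CPM for *Ifng* and 659 against 1110 CPM for *Irf4*. With them the median was 0.46, with 4 of 14 lower. A mislabelled Tox RV library is argued against by *Tox* at 11.7 CPM. A candidate explanation is the lower *Batf* (log2 ratio -1.83), since the paper finds that IL-10 production depends on BATF. It cannot be told apart from other differences between the mice or cultures, because a single library carries it. If it held, the *Il10* difference between Tox RV and EV RV would rest in part on this library. For *Il10* the log2 fold change was 0.57 without EV RV replicate 1 and 6.09 without EV RV replicate 2. Leaving out a library already seen to be extreme in *Il10* must move this value, so whether either EV RV library is aberrant stays open.

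*Batf* itself had a log2 fold change of 0.55 between Tox RV and EV RV (standard error 0.55, adjusted p-value 0.897), and -0.09 without EV RV replicate 1. *Irf4* was at -0.39 (standard error 0.27) and *Junb* at 0.17 (standard error 0.18).

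For *Xcl1*, *Ccl3* and *Ccl4*, CD8 T cells among the sorted Tox RV cells are argued against. The summed CPM of *Cd8a* and *Cd8b1* was 4.65 and 3.88 in EV RV and 4.77 and 4.26 in Tox RV libraries, a log2 ratio of 0.084. NK cells stay open. The summed CPM of *Klrd1* and *Klrk1* was 50.9 and 12.4 in EV RV and 27.4 and 6.84 in Tox RV libraries, a log2 ratio of -0.89. It was lower in Tox RV cells at each replicate number, but a number is not known to mark one mouse. Without such pairing the ratio rests on EV RV replicate 1 and decides nothing at this spread within the groups. The median of the 9 CD8 T and NK cell markers tested was -0.21, although *Nkg7* rose by 0.87 with both Tox RV libraries above. B cell markers had a median of -0.06. Stronger restimulation of the Tox RV cells stays open for these genes and *Il10*. The 14 TCR activation genes had a median log2 fold change of 0.25, with 9 higher and 5 lower. Camera gave an adjusted p-value of 0.134 and fry 0.755, while the median lay at percentile 99.9 of the random lists matched on expression, which carry no correlation between members. With tests that differ in this way, stronger restimulation cannot be told apart from an effect of Tox in this design. *Nr4a1* and *Tnfrsf9* rose by 0.79 and 0.50, and *Myc* fell by 0.57.

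*Tmem254b* had the lowest p-value of all genes, with 8.32 and 11.3 CPM in EV RV and 0.221 and 0.0385 CPM in Tox RV libraries. Its near-identical copies *Tmem254a* and *Tmem254c* did not fall. Summed over the 3 copies the log2 fold change was -0.11 (standard error 0.22, adjusted p-value 0.935), so the fall may come from how reads were divided between the copies. For *Gm6793* this could not be settled. Summed with *Hnrnpa3*, its copy among the genes listed, the log2 fold change was -0.83 (standard error 0.26), but *Gm6793* made up 12.8% of the sum.

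Of the 8 lists, 2 shifted in camera's test. The Th1 list was lower in Tox RV cells (9 of 10 genes lower, median log2 fold change -0.37, adjusted p-value 0.00822), and so was the Treg list (9 of 13 lower, median -0.39, adjusted p-value 0.0250). Their medians lay at percentiles 0.10 and 0.030 of the random lists. Neither held under fry or an estimated correlation (adjusted p-values between 0.314 and 0.406), and the Th1 list holds *Il12rb2*, which the study picked from these libraries. Both Tox RV libraries lay below both EV RV libraries in 3 of the 10 Th1 genes and 5 of the 13 Treg genes, and above in 0 and 1. The median log2 difference of EV RV replicate 1 from EV RV replicate 2 was 0.66 for the Th1 list, larger in size than its shift, and 0.091 for the Treg list. The other lists had adjusted p-values of 0.789 (co-inhibitory receptors), 0.427 (TFH genes), 0.450 (Th2 genes) and 0.450 (Th17 genes, of which 4 were tested), and their medians lay at percentiles 3.98, 68.4, 8.02 and 75.6, with the chemokine ligands at 35.5.

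Lineage genes named for polarized cultures in the paper can be read here in unpolarized cells. The log2 fold change was -0.09 for *Tbx21* (standard error 0.23), 0.29 for *Ifng* (0.94), -0.49 for *Gata3* (0.21), -0.36 for *Il4* (1.13), -0.57 for *Il5* (1.11), 0.96 for *Il13* (0.84) and 0.15 for *Foxp3* (0.45). Adjusted p-values for these 7 genes were between 0.897 and 0.959. *Il13*, *Ifng* and *Il4* were lowest in EV RV replicate 1 by far, and without EV RV replicate 2 their log2 fold changes were 3.11, 2.72 and 3.21, against 0.13, -0.58 and -1.29 without EV RV replicate 1. *Il17a* had 0 counts in all 4 libraries. Among other genes the paper names, *Tigit* was at -0.85 (standard error 0.31), *Lag3* at -0.43 (0.27), *Il6st* at -0.16 (0.18), *Xcr1* at -0.08 (0.31) and *B2m* at -0.04 (0.16). The sizes for *Tigit* and *Lag3* depended on the EV RV libraries. They were -0.38 and -0.04 without EV RV replicate 1, and -1.21 and -0.74 without EV RV replicate 2. *Tox2* was at 2.51 (0.74) on 5 and 4 counts in EV RV and 19 and 33 in Tox RV libraries. Of 28 tested genes that the paper names, 10 had an adjusted p-value below 0.05 when adjusted over the list alone, which is not independent evidence, since the study chose many of them on these samples.

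*Rn45s* was lower in Tox RV libraries, at a mean of 8.74% of counts against 18.4% in EV RV libraries (log2 fold change -1.23, standard error 0.42, adjusted p-value 0.897). With the replicate number as a block the quasi-likelihood test gave -1.13 (adjusted p-value 0.0138). The level of *Rn45s* depends on RNA selection during library preparation as well as on the cells, and no explanation was tested.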
